# A multi-omics approach to maize (*Zea mays*) tassel development

**DOI:** 10.1186/s12870-026-09413-w

**Published:** 2026-07-08

**Authors:** Finn Hartmann, Sandra Mathioni, Atul Kakrana, Blake C. Meyers, Virginia Walbot, Karina van der Linde

**Keywords:** Anther, Male inflorescence, maize, Meristem, Phytohormones, Small RNA, Tassel

## Abstract

The development of the male inflorescence in maize (*Zea mays*) is a complex and highly regulated process that is essential for reproductive success and yield. To gain a comprehensive understanding of the regulatory programs involved in tassel formation, including the initial specification of anther cell types, the transcriptomes, small RNAs (sRNAs), and proteomes were profiled at four developmental stages (0.5–2.0 cm). The RNA-seq analysis indicates dynamic shifts in gene expression underlying the transition from indeterminate meristems to organ initiation and germinal cell determination by 2.0 cm. Complementing these data, sRNA sequencing uncovered 182 microRNAs (miRNAs) with distinct temporal patterns. A core set of 126 miRNAs was expressed throughout tassel development, while others displayed strong stage-specific enrichment. Notably, families of miRNAs that target auxin signaling were dynamically regulated, suggesting fine-tuning of hormone signaling in relation to meristem activity. Later stages were enriched for miR2275 and miR11969, which previously have both been associated with meiocytes, indicating the onset of reproductive sRNA pathways during the early stages of anther differentiation. One factor identified in the transcriptomic and proteomic analyses was GASA (Gibberellic Acid-Stimulated Arabidopsis)-like 4 (GSL4). Further tests indicated that GSL4 could influence tassel branch length. Together, these data provide a broad overview of tassel development and enrich existing RNA-seq and single-cell RNA-seq datasets of specific steps in tassel and initial anther development. They also offer the opportunity to identify novel developmental factors, such as GSL4, while adding new data on small RNA (sRNA) expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-026-09413-w.

## Background

Maize, rice, and wheat together account for 30% of the calories consumed by humans. Inflorescence architecture is a key trait for grain production and has been, and still is, a major focus of breeding efforts. During the life cycle of land plants, new organs are generated from distinct meristems containing a set of undifferentiated stem cells. Throughout vegetative growth, organs are primarily generated from the shoot apical meristem (SAM) and the root apical meristem. When the plant switches to reproductive growth, the SAM converts into the inflorescence meristem (IM). The further progression of the IM is species-dependent. In *Arabidopsis thaliana*, floral meristems (FMs) form directly on the flanks of the IM. In contrast, grass inflorescences can bear hundreds of spikelets, which are the basic inflorescence units. Each spikelet consists of one or more florets. Rice and wheat have perfect flowers, while maize has separate male and female inflorescences. Maize male flowers are produced on a terminal tassel, while separate female flowers arise on ears in the axils of vegetative leaves. During tassel development, the IM initiates branch meristems (BMs) of indeterminate fate and spikelet pair meristems (SPMs) in parallel (Fig. 1a). The SPMs subsequently divide into two spikelet meristems (SMs). The SM initiates the lower FM and then the SM is converted to the upper FM. Florets contain four concentric whorls that form sequentially from the FM. First, the palea and the lemma are initiated, followed by the lodicule, and three stamen primordia. Finally, carpel primordia are formed. In maize tassel florets, the carpels are aborted early while the stamen primordia continue to differentiate, forming both a terminal anther and a subtending filament (detailed reviewed in [1]). In the anther primordium a cross pattern of developmental domains is established, which allows for outgrowth of the four individual anther lobes between domains [2]. Initially, maize anthers contain cells derived from the meristem layers L1 and L2. The L1-derived (L1-d) epidermis encases the four anther lobes and the centrally located vasculature and connective tissue (L2-d). Within each anther lobe, a subset of L2-d cells specifies into archesporial cells (AR). The remaining, surrounding L2-d cells undergo multiple periclinal divisions and eventually form three distinct layers: the endothecium, the middle layer, and the tapetum [3, 4]. Once all the lobe layers have differentiated, the central AR cells become pollen mother cells (PMCs), which then undergo meiosis I and II followed by a sequence of mitotic divisions ultimately resulting in trinucleate pollen formation.

**Fig. 1:**
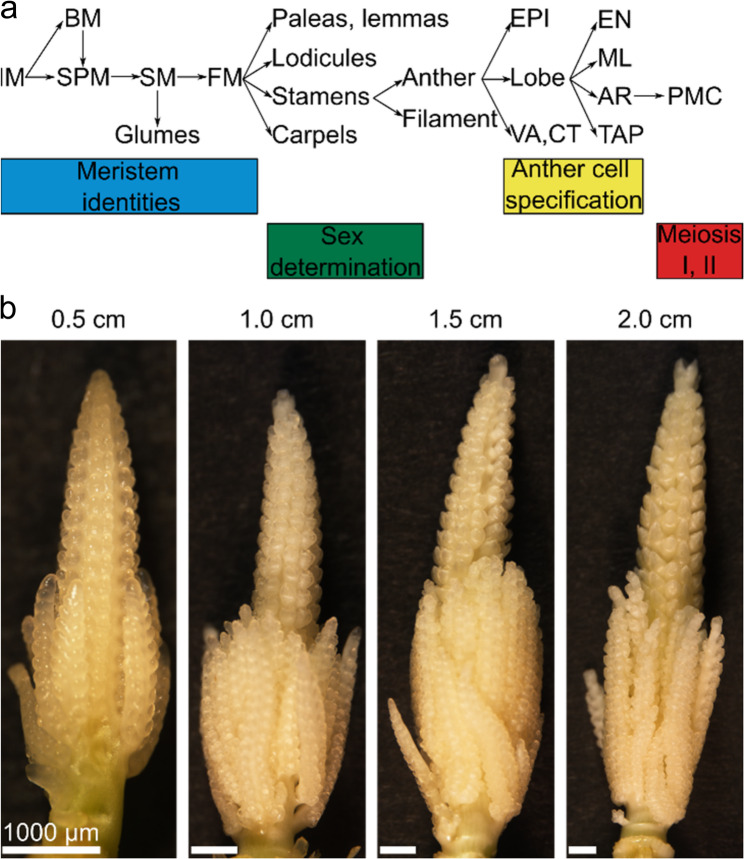
Developmental progression of maize tassels.** a** Male inflorescences development starts with formation of the Inflorescence Meristem (IM), successively different meristems are formed which finally give rise to the spikelet. In maize, the spikelet contains two florets, each containing three anthers. BM, Branch meristem; SPM, Spikelet pair meristem; SM, Spikelet meristem; FM, Floral meristem; EPI, Epidermis; VA, Vasculature; CT, Connective tissue; EN, Endothecium; ML, Middle layer; AR, Archesporial cell, TAP, Tapetum; PMC, Pollen mother cell. **b** Exemplary images of the four different size classes of tassel, which were used in this study

Decades of research have identified components involved in maize inflorescence development, including the usual suspects, such as phytohormones and transcription factors. A few studies implicate sRNA networks, ligand-receptor interactions, and naturally changing redox conditions. Auxin, among the phytohormones, is required for axillary meristem formation. Mutations in *BIF1* (*BARREN INFLORESCENCE1*) or *BIF4*, which encode AUXIN/INDOLE-3-ACETIC ACID (AUX/IAA) proteins, or in *BIF2* (encoding a regulator of auxin transport), result in a reduced number of branches and spikelets [5–7]. Jasmonic acid (JA) and gibberellins both contribute to sex determination in maize spikelets. In the *ts1* (*tasselseed1*) mutant, JA application rescues stamen development. The lipoxygenase TS1 is most likely involved in the biosynthesis of JA [8]. Gibberellins are responsible for pistil arrest and regulate stamen maturation [9, 10]. Among the most studied transcription factors in tassel development is RAMOSA1 (RA1), which controls branch meristem determinacy, MADS-box transcription factors, and YABBY transcription factors [11]. The latter are best known for their role in flower development as part of the ABC model [12, 13].

In the early stages of tassel development, microRNA156h (miR156h) and miR172 (encoded by *TS4*) play pivotal roles. miR172 directly controls the expression of *APETALA2* (*AP2*) [14]. Mutant analysis demonstrated that *FUZZY TASSEL*, which encodes a mutated version of a *DCL1* homolog, phenocopies *ts4* [15]. Maize anthers express two different classes of reproductive phased small interfering RNAs (phasiRNAs): premeiotic 21-nt phasiRNAs and 24-nt meiotic phasiRNAs. Defects in generating these reproductive phasiRNAs have been associated with male sterility in several instances [16–19]. Maize CLE7 (CLV3/EMBRYO-SURROUNDING REGION7), CLE14, and FCP1 (FON2-LIKE CLE PROTEIN1) are small, secreted peptides. FASCIATED EAR2 (FEA2), FEA3, and THICK TASSEL DWARF1 (TD1) are leucine-rich repeat receptor-like kinases (LRR-RLKs). Overproliferation of the IM has been observed in the *td1* and the *fea2* mutants [20, 21]. CLE7 and FCP1 can be sensed by FEA2; however, two different downstream pathways transduce these two peptide signals [22]. In addition, a distinct signaling pathway involves the recognition of FCP1 by FEA3 [23]. The *MAC1* gene encodes a 241 amino acid (aa) protein that is secreted by newly specified archesporial cells as a 218 aa form. Apoplastic MAC1 is required for somatic L2-d cell identity and locally stimulates the periclinal division of neighboring L2-d cells, most probably via the LRR-RLK MSP1 (MULTIPLE SPOROCYTE1) [24]. GRX2, GRX5, and MALE STERILE CONVERTED ANTHER1 (MSCA1) are CC-type glutaredoxins (GRXs) that act redundantly to control the redox state of FEA4, which is a bZIP transcription factor of the TGACG (TGA) motif-binding family [25]. In *fea4* mutants, the IM is enlarged, and the subsequent tassel contains more spikelets and a thicker main rachis [26]. Based on biochemical data, it has been proposed that the oxidized FEA4 dimer binds to DNA and that the reduction of FEA4 by GRXs leads to its monomerization and inactivation. Furthermore, RNA-seq analysis of *msca1/grx2/grx5* triple mutants indicated crosstalk with auxin signaling, which is involved in axillary meristem formation during tassel development [5, 25, 27, 28]. The GRX MSCA1 is also essential for AR formation in anthers. Rapid growth and high metabolic demand of this process lead to a naturally occurring oxygen gradient within the four anther lobes. MSCA1 senses the hypoxic signal, resulting in the instruction of the innermost lobe cells to adopt the AR cell fate [29].

In addition to research on individual factors, bulk transcriptomic data has been obtained for the early stages of tassel development [30]. A recent study used single-cell transcriptomics to analyze expression patterns in the IM, SPMs, SMs, and different stages of FMs containing sexual organs [31]. Additionally, proteomic and transcriptomic data of developing anthers have been published [32]. There is a gap, however, bridging the events involved in meristem establishment in the tassel and the initial steps of cell fate determination in anthers. To gain a broad overview of tassel development and provide a backbone for existing datasets that address preceding and following developmental stages, we performed RNA-seq on four different tassel size classes. To supplement the existing data and further understand regulatory mechanisms during tassel development, we applied sRNA-seq and a proteomic approach. From these data, we chart dynamic changes from the axillary meristem stage to organ formation, including changes in gene expression, translation, and sRNAs.

## Methods

### Plant samples

W23, A188, and Gaspe Flint plants were grown in the Stanford University field or in the Regensburg greenhouse under comparable conditions [24, 33]. For RNA, sRNA, and proteomic analysis, W23 plants were grown at the same research site for all biological replicate samples. At approximately 30–33 days post sowing, tassels were dissected and staged by length in two independent biological replicates for all following experiments. For sRNA and protein extraction two tassels of the same size class (0.5, 1.0, 1.5, 2.0 cm; +/- 0.1 mm) were pooled per biological replicate and immediately frozen in liquid N_2_ followed by grinding to a fine powder. The powder was split into two aliquots for the subsequent extraction steps. Total RNA extraction samples were collected, frozen, and ground as described above, independently of the sRNA/proteomic samples. The same A188 tassel size classes were used for RNA in situ hybridization experiments. At the earliest stage (0.5 cm), stamen primordia are present; anthers are distinguishable by 1.5 cm; and AR specification occurs by the 2.0 cm tassel stage. In both used maize cultivars, stamen primordia are present at the earliest stage (0.5 cm), anthers are readily distinguished by 1.5 cm, and AR specification has occurred by the 2.0 cm tassel stage. *U. maydis* infections were performed using 14-day-old Gaspe Flint plants.

### Tassel imaging

Imaging of tassels at the four above-described stages was performed on a Nikon SZM25 dissecting microscope (Nikon Instruments Inc., Melville, NY, USA).

### *U. maydis* infections for Trojan Hores experiments

Gaspe Flint tassels were infected with *U. maydis* strain SG200 [34] or strain SG200-GSL4 [35] as previously described [36, 37]. Eight days post infection (dpi) tassels were checked for infection and dissected for subsequent measurements plus photos of each tassel were taken.

### RNA extraction and sequencing

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Germany). Library preparation (300 ng total RNA per sample) and RNA-seq were carried out as described in the Illumina “Stranded mRNA Prep Ligation” Reference Guide, the Illumina NextSeq 2000 Sequencing System Guide (Illumina, Inc., San Diego, CA, USA), and the KAPA Library Quantification Kit - Illumina/ABI Prism (Roche Sequencing Solutions, Inc., Pleasanton, CA, USA) at the Genomics Core Facility “KFB - Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Bavaria, Germany). Three 100-cycle P2 flow cells per sample were used for sequencing (Illumina, Inc., San Diego, CA, USA). FastQC (v0.11.9) (Babraham Bioinformatics, UK), MultiQC (v1.3) [38] and Trimmomatic software (v0.39) [39] were used to check and remove adapters and reads below 36 nt. Filtered reads were aligned to the maize reference genome B73 RefGen_v4 using HISAT2 [40] with default parameters. Upon quantification of read counts per condition with FeatureCounts [41], expressed genes were filtered (≥ 10 counts per gene and condition) and visualized. Upon normalization with variance-stabilizing transformation (vst) of DESeq2 [42], a principal component analysis (PCA) confirmed clustering of biological samples and reproducibility. Variance scores per gene were utilized to analyze expression profiles in a representative subset of 500 most disparate genes between conditions. As the optimal number, *k*, of clusters was achieved by cluster validation methods, K-means clustering (*k* = 4) was performed to partition the data into distinct groups based on similarity, and centroids (cluster cores) were visualized. After a necessary gene-ID conversion with MaizeMine [43], the gene ontology (GO) term enrichment analysis and visualization of biological processes of each cluster was achieved using ShinyGO [44] with default parameters and using a list of background genes to enhance the possibility to retrieve representative data. The background gene list was generated by filtering our raw read count dataset for raw read counts > 1. For comparison to earlier developmental tassel stages, we utilized the expressed genes (fragments per kilobase exon per million reads mapped, FPKM ≥ 1) of tassel lengths from 0.3 to 0.7 cm of an existing RNA-seq dataset [30]. Similarly, later developmental stages are represented by expressed genes (ON) of premature anther stages (0.15 to 0.4 mm) found in a microarray dataset [32]. All gene IDs were converted to B73 RefGen_v4 identifiers, and the expression values were adjusted accordingly (FPKM).

### Preparation of sRNA and sequencing

Preparation of sRNA and sequencing was performed as described in [45]. A yet unpublished dataset of raw miRNA read counts with a matching experimental design was obtained from the Meyers Lab NGS database [46] under the terms and conditions specified by the repository. All 325 annotated maize miRNAs (18–24 nt) were processed as described for transcriptomics, filtered for raw read counts greater than zero. A tassel-stage specific expression analysis of the 182 remaining miRNAs was performed, as described for transcriptomics, with the exception that miRNAs with a standard deviation of zero of variance between conditions were excluded from further analysis.

### Protein extraction and mass spectrometry analysis

Total protein was extracted as previously described, mixed with SDS-PAGE loading buffer, and proteins were separated (roughly 1 cm into the separation gel) by SDS-PAGE [24]. Lanes were extracted from the gel and submitted to mass spectrometry, as described in Zhang et al. [32]. Sample-specific isobaric labeling was performed as follows: 0.5 cm tassel biol. replicate one, isobaric tag 126; 0.5 cm tassel biol. replicate two, isobaric tag 127 N; 1.0 cm tassel biol. replicate one, isobaric tag 127 C; 1.0 cm tassel biol. replicate two, isobaric tag 128 N; 1.5 cm tassel biol. replicate one, isobaric tag 128 C; 1.5 cm tassel biol. replicate two, isobaric tag 129 N; 2.0 cm tassel biol. replicate one, isobaric tag 129 C; 2.0 cm tassel biol. replicate two, isobaric tag 130 N; BLANK, isobaric tag 130 C; Pool of all samples to determine ratios, isobaric tag 131. Peptide sequencing was performed as described [32], results were evaluated with the “Byonic” software [47], and peptide fragments were assigned the corresponding protein-isoform IDs of the reference genome B73 RefGen_v3 [48]. With respect to recommended analysis parameters (Bern et al., 2012; Lee et al., 2016; Lu et al., 2020), a peptide-to-protein pipeline was constructed with the following filters: (1) only two missed cleavages were allowed, (2) a False Discovery Rate (FDR) cutoff of less than 1%, and (3) a Byonic Score greater than 200. To infer relative peptide quantities, intensity values from the “Measure” column were used. Peptides were grouped by protein IDs and ranked by “Byonic Score.” The top three ranked peptides were selected for each protein-isoform, mean values were calculated, and replicates merged into a final relative quantification value. Proteins with a value of zero were considered “OFF”, whereas greater than zero was classified as “ON”. Transcript/protein presence was cross-validated using “DeepVenn” [49], after protein-isoform removal and ID conversion using the EnsemblPlants “ID History Converter. In addition, “ON” protein distributions between conditions were illustrated. For further analysis of molecular properties (amino acid sequence and molecular weight, MW), the gene translation file “5b+ gene model set for B73 RefGen v3” was accessed from MaizeGDB. Upon integration, MWs of “ON” proteins per condition were calculated with a publicly available JavaScript [50], and distributions plotted along a capped x-axis (200 kDa) with the R histogram function. Cellular localization motifs, and transmembrane helices (TM) in “ON” proteins were predicted using the algorithms of “TargetP2.0” [51] and “TMHMM2.0” [52]. These predicted features, TM-containing (TM count greater than zero), signal peptide-cont. (SP) and unrecognized proteins were utilized to additionally determine the counts of proteins with only SP motifs, TM domains, or both. Relative feature distributions in total “ON” proteins per condition were calculated and visualized using “GraphPad Prism 8.0.1” (https://www.graphpad.com/). Unique and shared SP-containing proteins per condition were identified using DrawVenn. For K-means clustering of proteomics data, the relative protein ratios (averaged measurement value / pooled measurement values) were transformed using a base-2 logarithm to stabilize variance and achieve normal distribution for downstream statistical evaluation. The dataset was filtered using R (v4.x) to exclude any rows containing missing or incomplete values. To isolate the most dynamically fluctuating proteins across the four developmental stages (0.5–2.0 cm), row-wise variances were calculated. The top 500 proteins exhibiting the highest row variance were selected for visualization. K-mean Clustering was performed of these top 500 proteins using the pheatmap package. Lastly, GO term enrichment of biological processes was analyzed and visualized with default parameters and background genes (filtered for raw read counts > 1) using ShinyGO [44].

### RNA in situ hybridization experiments

Maize tassel RNA *in sit*u hybridizations were carried out as previously describe [53] with a *GSL4* (Zm00001d003380) anti-sense probe (Supplementary Fig. 1a). Also, a random sequence probe (Supplementary Fig. 1b) was generated as a control for unspecific signals.

## Results

To generate overlap with existing bulk sequence data and define distinct stages of male inflorescence development, maize tassels were dissected and examined (Fig. 1b). Tassels measuring 0.5 cm in length still contained an IM region at the tip, while BMs were visible at the tassel base. Both gave rise to SPMs, and SMs had already developed. Glumes were initiated from the SMs in the middle of the main tassel axis. The SMs developed into FMs by the 1.0 cm tassel stage and first florets with organ primordia become visible on the central tassel spike. At a tassel length of 1.5 cm, some side branches still harbor SPMs, while spikelets form anthers on the main tassel branch. These spikelets continued to develop and were fully encapsulated by glumes and lemmas by the 2.0 cm stage. By 2.0 cm tassel length, AR cells were being specified [3].

### Transcriptomic analysis of tassel development

First, RNA-seq was performed on the four tassel stages. The RNA-seq samples mostly clustered by tassel length in principal component (PC) 1 (Supplementary Fig. 2, Supplementary File 1, 2). A total of 26,408 expressed genes were detected in the four tassel size classes, which indicates a highly complex transcriptome during tassel development. Of the identified transcripts, 23,538 were shared among all tassel sizes (Fig. 2a, Supplementary File 3). Among these expressed genes were *AGO18b*, *BIF1*,*2*,*4*, *ZFL2*, *FEA2*, *FEA4*,* MSCA1*, *GRX2*, *GRX5*, and *TD1*. *MAC1* and *MSP1*, which regulate premeiotic anther development, were also detected in all tassel developmental stages (Fig. 2a, Supplementary Fig. 6, Supplementary File 3, 4, 5). Even more unexpectedly, *GSL4*, which was recently described as a resistance factor during *Ustilago maydis* maize infection of seedlings, was among the shared expressed genes [35]. Additionally, 56 out of 61 previously identified meiosis-associated genes were expressed at all stages (Fig. 2a, Supplementary Fig. 7, Supplementary File 3, 4, 5) [54]. These results illustrate the importance of “filling in” developmental stages, in this case between tassel architectural development [30, 31] and initial stages of anther development [16, 29, 32, 55]. Expressed genes classified as unique to a developmental stage may well be expressed at other as yet untested stages and may play a different role in each case.

**Fig. 2:**
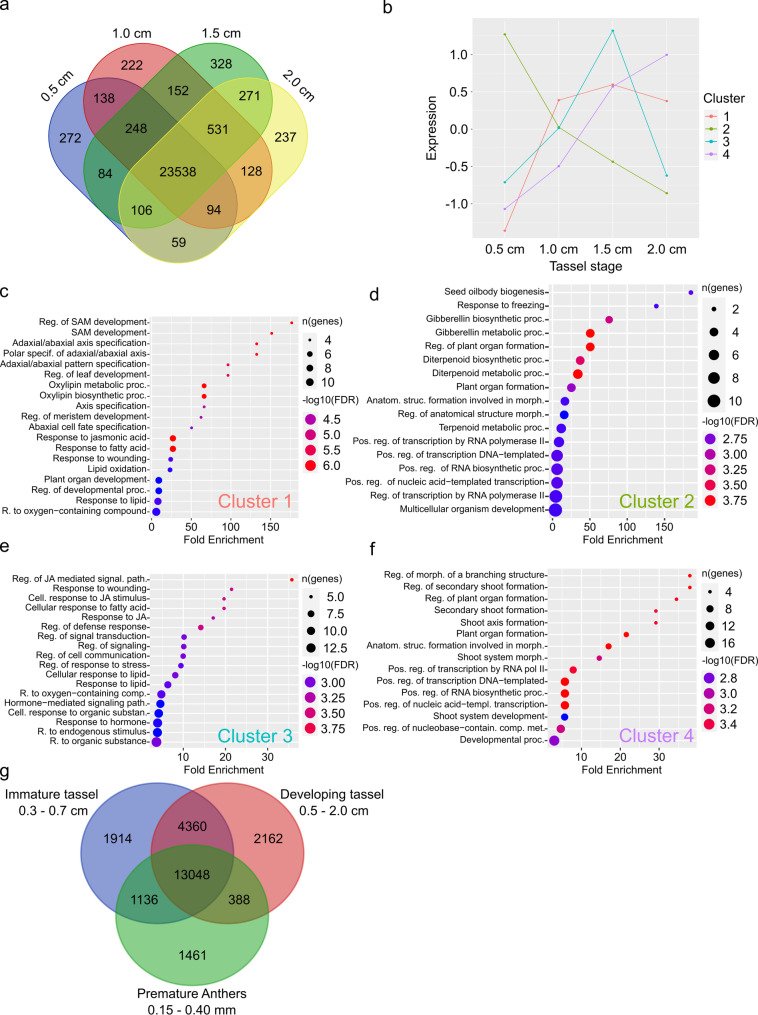
Expression patterns of different tassel developmental stages.** a** Expressed genes (raw, filtered counts of the RNA-Seq experiment) over four developmental tassel stages (0.5, 1.0, 1.5, and 2.0 cm tassel length), **b** Centroids (mean value of normalized expression values per cluster) plotted over tassel developmental stages, representing the K-mean cluster behavior over time. **c – f** Gene Ontology (GO) analysis of genes for each cluster. GO terms were selected by False Discovery Rate (FDR), sorted by fold enrichment and number of genes are displayed as respective circle radius. **g** Shared and unique transcripts among distinct tassel developmental stages from three datasets: Immature tassel [30], blue; Developing tassel (this study), red; Premature Anthers [32], green

In 0.5 cm tassels, 272 unique genes were expressed, and 222 genes were exclusively detected in 1 cm tassels (Fig. 2a, Supplementary File 3). 328 genes were expressed only in 1.5 cm tassels. In 2.0 cm tassels, 237 genes were stage-specifically expressed. As expected from prior work, *FCP1* was identified in the 0.5 cm and the 1.0 cm stages, and *RA1* was identified in the stages from 0.5 cm up to 1.5 cm (Fig. 2a, Supplementary Fig. 8, Supplementary File 4). While only138 expressed genes are shared between the 0.5 cm and 1 cm tassel stage; 152 expressed genes are shared between 1.0 cm and 1.5 cm tassel samples; 271 expressed genes are shared between 1.5 cm and 2.0 cm tassels (Fig. 2a, Supplementary File 4). We interpret this result as indicating that at each tassel length sampled, there are cells, tissues, and organs present at slightly different stages, because development is a progression and distinct parts of the tassel are at different points in the trajectory.

To obtain more differentiated data integrating up- and downregulation of genes, K-means clustering was performed on the 500 most disparate expressed genes between conditions (Supplementary Fig. 3, 4, 5, Supplementary File 6, 7). This indicates four distinct expression pattern clusters (Fig. 2b, Supplementary Fig. 3, 4, 5, Supplementary File 6, 7). Clusters 1, 3, and 4 contained genes that exhibited increasing expression from the 0.5 cm stage to the 1.5 cm tassel stage (Fig. 2b, Supplementary Fig. 5). The expression of genes in clusters 1, 2, and 3 is lower in 2.0 cm tassels than in 1.5 cm tassels. *TS2* was identified in cluster 1, while *TS1* grouped into cluster 3 (Fig. 2b, Supplementary File 6, 7, 8, Supplementary Fig. 5, 8). *GRASSY TILLERS1* (*GT1*) and *FEA3* were associated with cluster 4. Cluster 2 genes showed decreasing expression from the smallest to the largest tassel size (Fig. 2b). These expressed genes include *RA3*, *TE1* (*TERMINAL EAR1*), *UB2* (*UNBRANCHED*2), *UB3*, and *TSH4 (TASSELSHEATH4)* (Fig. 2b, Supplementary File 6, 7, 8, Supplementary Fig. 5, 8). RA3 and UB2 control tassel branching, and TE1 controls tassel feminization [56–58]. A GO term analysis of biological processes was performed for each cluster. Cluster 1 genes were mainly associated with meristem development or axis specification (Fig. 2c, Supplementary File 9). Cluster 2 GO terms related to gibberellin, diterpenoid processes, and organ formation (Fig. 2d, Supplementary File 9). Conversely, JA-associated GO terms were prevalent in cluster 3 (Fig. 2e, Supplementary File 9). Cluster 4 contained mostly genes linked to organ formation (Fig. 2f, Supplementary File 9).

A previous study analyzed immature tassels ranging from 0.3 to 0.7 cm using RNA-seq [30]. Additionally, an earlier publication investigated the transcriptome of premeiotic anthers from the L2-d stage, before AR development, up to EPI and EN specification [32]. Comparing these two studies with the transcriptomic data obtained here defined 13,048 common expressed genes. Of these, 1,914 were uniquely detected in immature tassels, while 4,360 were shared between immature tassels and the tassel stages used in this study including tassels containing anthers. Interestingly, premature anthers shared 1,136 expressed genes with immature tassels, but only 388 expressed genes with developing tassels (Fig. 2g, Supplementary File 10). Taken together, the RNA-seq data confirm high transcriptomic activity in developing tassels, which undergoes dynamic changes, as indicated by the differences in the identified GO terms in the four clusters.

### miRNAs across developmental stages

Several miRNAs have been shown to be involved in flower development (for overview see: [59, 60]). To obtain an overall picture of the miRNAs produced during maize tassel development, we subjected the four different tassel stages to sRNA-seq. 

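The sRNA-seq data comprise 8 libraries of tassels of the maize inbred line W23, with 2 biological replicates for each of the 4 tassel stages and tassels of the same size class pooled per replicate. For each library, the authors deposited every distinct sequence with its raw read count, without normalization and without a match to the genome or to annotated miRNAs. The replicates of the 0.5 cm stage held 34130801 and 48872223 reads, and those of the 2.0 cm stage held 28587010 and 50794556 reads. The sample labels of the other 4 libraries contradict each other. The pair titled 1.0 cm, with 49884761 and 34457521 reads, has a tissue entry of 1.5 cm, and the pair titled 1.5 cm, with 37212802 and 38000286 reads, has a tissue entry of 1.0 cm. Both pairs are named here by their titles, and the comparisons between stages do not depend on which of them is the 1.0 cm stage. The sequences were 18 to 34 nt long. Between 7319864 and 11455033 distinct sequences were present per library, of which 74.2% to 79.5% had a single read.

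Reads of 24 nt were the most abundant class. They made up 36.4% ± 2.91 (SD, n = 2) of the reads of 18 to 26 nt at 0.5 cm, 43.7% ± 6.80 (SD, n = 2) in the pair titled 1.0 cm, 41.7% ± 1.47 (SD, n = 2) in the pair titled 1.5 cm and 39.0% ± 1.50 (SD, n = 2) at 2.0 cm. The difference of 2.57 percentage points between 2.0 cm and 0.5 cm was smaller than the SD of the 0.5 cm replicates, and it became -1.65 when distinct sequences were counted in place of reads. Reads of 21 nt made up 9.33% ± 0.459 (SD, n = 2) at 0.5 cm, 9.24% ± 0.872 (SD, n = 2) in the pair titled 1.0 cm, 10.4% ± 0.179 (SD, n = 2) in the pair titled 1.5 cm and 13.0% ± 2.88 (SD, n = 2) at 2.0 cm. Both 2.0 cm replicates lay above both 0.5 cm replicates in this class (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow).

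**Figure D1:**
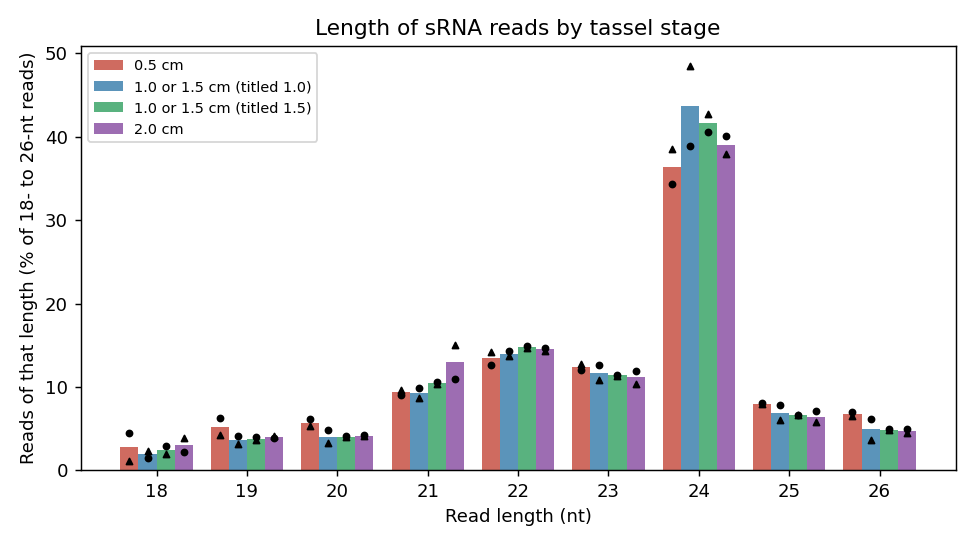
Share of reads of each length (x axis, nt) among the reads of 18 to 26 nt (y axis, %) for the 4 tassel stages. Bars are means of 2 replicates, circles replicate 1 and triangles replicate 2. Reads of 24 nt are the largest class, and the 21-nt class reaches 15.0% in replicate 2 of the 2.0 cm stage and 10.9% in replicate 1.

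Mature miRNA sequences were not used here, so no sequence was assigned to a miRNA. Differences between stages were tested on sRNA tags, meaning distinct sequences of 20 to 24 nt with at least 10 CPM, counts scaled to the library's total reads, in at least 2 libraries. This left 5727 tags, which held 19.6% to 24.3% of the reads of a library. Of these tags, 3706 (64.7%) were also a stretch of a sequence of 25 to 34 nt with at least 1 CPM, as fragments of longer RNAs would be. The counts were compared with edgeR's quasi-likelihood test after TMM normalization, with the 4 stages as groups and a Benjamini-Hochberg adjusted p of 0.05 as the threshold.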

Overall, this sequencing approach identified 182 miRNAs with detectable expression in at least one of the four conditions. A core set of 126 miRNAs was consistently expressed in all tassel stages, while only a few were stage-specifically detected (Fig. 3a, Supplementary Fig. 9, Supplementary File 11, 12, 13). The highest number of unique miRNAs (18) was detected at the 2 cm developmental stage, and we speculate that these could be associated with initial steps in anther cell fate setting (Supplementary File 12, 13).

**Fig. 3:**
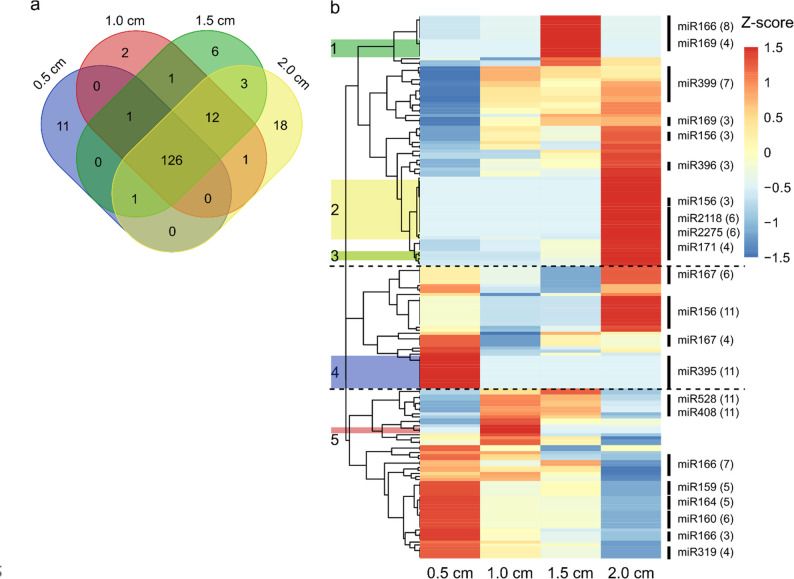
miRNAs in the developing tassels.** a** Abundance of miRNAs (raw, filtered counts > 0) over four developmental tassel stages (0.5, 1.0, 1.5, and 2.0 cm tassel length). **b** miRNA patterns as Z-scores over four tassel stages. Individual clusters identified by hierarchical clustering are separated by dotted lines. miRNA families with three or more members are shown with miRNA-numbers. Colored boxes and numbers indicate miRNAs “Subclusters” found in the Venn-Diagram (Fig. 3a)

As with the transcriptomic data, more overlap was identified in the more advanced tassels. To gain a more differentiated view of the data, the normalized reads were standardized, and hierarchical clustering was performed (Fig. 3b, Supplementary File 13, 14). This analysis indicated that distinct abundance patterns of miRNAs can be divided into three main clusters. (1) Enriched in later stages; (2) Lower abundance in the 1.0–1.5 cm stage; (3) Enriched in earlier stages. Within these three distinct clusters, we identified additional subsets of miRNAs. Cluster 1 includes subclusters 1, 2, and 3. miRNAs in subcluster 1 (green) are enriched at the 1.5 cm tassel stage (miRNAs from families 160, 169, and 11696) (Fig. 3b, Supplementary File 13, 14). miR160 and miR169 have both been associated with phytohormones [61, 62]. miRNAs in subcluster 2 (yellow) were mostly detected in 2 cm tassels. They belong to the following miR families: miR2275, 2118, 156, 164, 169, 399, 171, 11,969, and 160 (Fig. 3b, Supplementary File 13, 14). Interestingly, this cluster contains two miRNA families (miR2275 and miR11969) that have been identified in meiotic anthers [16, 63]; miR2275 is required for processing of 24-nt phasiRNA precursor transcripts [64]. Recently, pre-meiotic 24-nt phasiRNAs have been identified in maize, and it thus may be relevant that miR2275 is expressed very early in anther development [65]. Other members of the miR2118 family, which is involved in the processing of pre-meiotic 21nt-phasiRNAs, were identified in subcluster 3 (light green), just preceding the temporal period when 21-nt phasiRNA precursor transcripts appear [16]. Subcluster 4 (blue) contains 11 members of the miR395 family and is enriched in the earliest analyzed tassel development stage. Subcluster 5 (red) includes a subset of small. RNAs from the miR167 and miR171 families (Fig. 3b, Supplementary File 13, 14). miR167 has been shown to directly target *Auxin Response Factors* (*ARFs*) in maize [66]. Based on these findings we conclude that, as with the transcriptome, miRNAs are highly dynamically regulated during tassel development and may play a key role in coordinating gene expression.

### Proteomic profiling of tassel development

To complement the transcriptomic and sRNA datasets, we analyzed the proteome of developing maize tassels (0.5–2.0 cm) using mass spectrometry (Fig. 4, Supplementary File 15, 16). After applying stringent filtering criteria (false discovery rate [FDR] < 1%, Byonic score > 200, and top three peptide fragments per protein ID), we identified a high-confidence set of 4,028 proteins across all developmental stages (Supplementary File 15, 16). This represents a significant increase in the number of identified proteins compared to a previous study on pre-meiotic anthers [32]. A comparison with the RNA-seq data indicated that 98.2% of the proteins were associated with transcripts. Only 1.8% of the proteins had no matching transcripts identified (Fig. 4a, Supplementary File 17, 18). We infer that the corresponding transcripts are very short-lived or were expressed at an earlier stage, however, the protein products are sufficiently stable and abundant to be detected. Of the inflorescence development factors previously described and detected by the RNA-seq approach, only FEA3 was identified by the mass spectrometry analysis. It should be noted that GSL4 was also identified by this proteomic approach. Of the identified proteins, 3,928 were present in all four stages of tassel development, while only a few strictly stage-specific proteins were detected (Fig. 4b, Supplementary File 18).

As expected, the molecular weight (MW) distribution of the detected proteins was highly similar across all four stages, with most proteins ranging from 10 to 100 kilodaltons (kDa) (Fig. 4c, Supplementary File 19). Only a few high MW proteins (> 150 kDa) were detected. To evaluate the potential functional properties of the identified proteins, we predicted their subcellular localization features (Fig. 4d, Supplementary File 20). Across all tassel stages, approximately 12% of proteins contained transmembrane helices and approximately 7–8% carried signal peptides. A fraction of these proteins (approximately 3%) contained both motifs. We identified plastid targeting or mitochondrial transit leader sequences at frequencies of approximately 10% and 6%, respectively. Only a negligible number of proteins were predicted to localize in the thylakoid lumen. The relative proportions of these categories remained stable across developmental stages. We further examined the subset of proteins predicted to enter the secretory pathway (signal peptide-containing proteins). A core set of 307 secretory proteins was shared between all stages, with very few unique proteins per condition (Fig. 4e, Supplementary File 21). Thus, the used proteomics analysis methods indicate a limited stage-specificity of secreted proteins and a stable proteome overall this contrasts with the more dynamic transcriptional and sRNA data measured in this study. This could imply that only highly abundant housekeeping proteins were detected by the mass spectrometry approach. In line with this hypothesis, GO term analysis of all detected proteins identified most to be involved in plant primary metabolic pathways and the synthesis of secondary metabolites (Fig. 4f). To more closely investigate stage-dependent changes in the proteome, the 500 most variable proteins across developmental stages (0.5 cm, 1.0 cm, 1.5 cm, and 2.0 cm) were grouped by K-means clustering. This resulted in four distinct protein clusters based on abundance patterns (Supplementary Fig. 10, Supplementary File 22). Proteins in Cluster 2 (*n* = 165) exhibited the highest abundance at the earliest stage (0.5 cm), followed by a reduction at 1.0 cm, a moderate increase at 1.5 cm, and low abundance again at 2.0 cm. Proteins in Cluster 3 (*n* = 141) followed a similar trend: elevated abundance at 0.5 cm, and reduced levels at 1.0 cm, and a more gradual increase with maintained intermediate abundance at later tassel development stages. In contrast, proteins assigned to Cluster 1 (*n* = 85) showed the lowest abundance at 0.5 cm, followed by increased abundance from 1.0 cm onwards, with relatively stable intermediate-to-high levels at 1.5 cm and 2.0 cm tassel stages. Proteins in Cluster 4 (*n* = 109) exhibited a distinct pattern, with moderate abundance across the first three stages and a decrease at the final 2.0 cm stage. Thus, no equivalent pattern cluster was observed in the RNA-seq data for Clusters 2 and 3 identified in the proteomic data (Fig. 2, Supplementary Fig. 10). Clusters 1 and 4 showed patterns approximately comparable to those observed in the RNA-seq analysis for Clusters 1 and 2, respectively (Fig. 2, Supplementary Fig. 10). However, the GO terms analysis of Clusters 1 and 4 did not identify any overlaps with the corresponding RNA-seq clusters (Supplementary Fig. 11). Because the proteome might not directly match the transcriptome by tassel stage but might be staggered, we also assigned Go terms to the other two identified clusters. Because the proteome may not directly correspond to the transcriptome at each tassel stage, but rather be staggered, we also assigned GO terms to the other two identified clusters. Here, too, no overlap with GO terms identified based on RNA-seq data was observed (Supplementary Fig. 11).

**Fig. 4:**
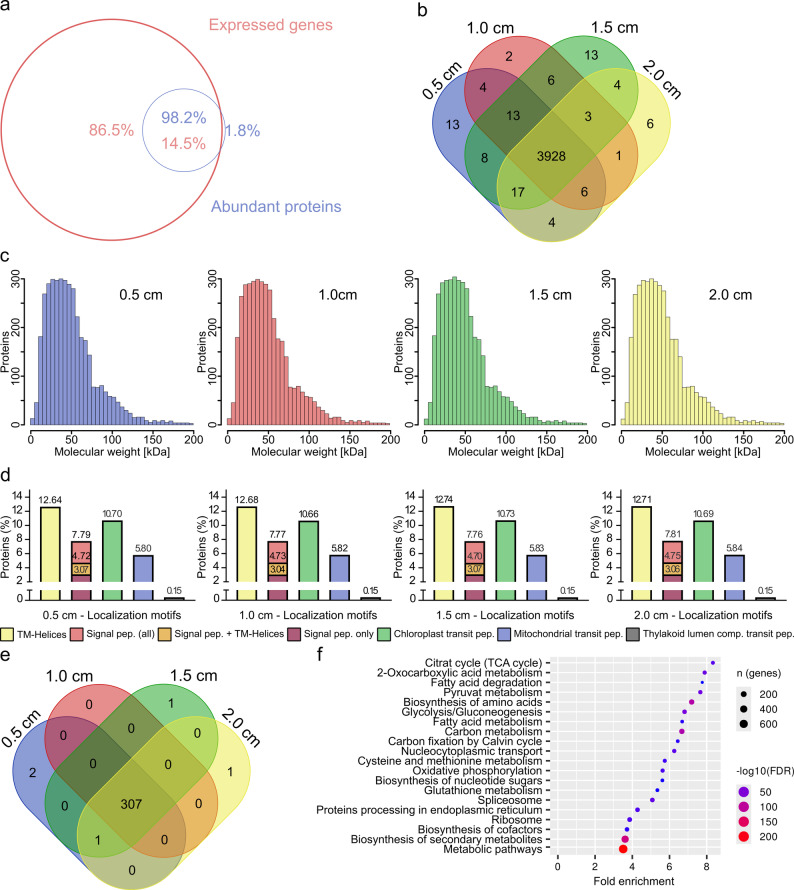
Proteins identified in developing tassels.** a** Comparison of abundant proteins (mean measurement > 0) and expressed genes (raw count > = 10) in developing tassels (0.5–2.0 cm tassel length). Percentage of identified proteins for which a transcript was identified by RNA-seq are given in red. Percentage of transcripts with a corresponding protein are given in blue. **b** Abundant proteins (blue) shared and unique for four tassel stages. **c** Frequency distributions of Molecular Weights (MW) in kDa of abundant proteins with a MW limit of 200 kDa. **d** *In silico* predictions of subcellular localization for identified proteins by tassel developmental stage. Predictions are based on presence of N-terminal presequences: Transmembrane (TM)-Helices, secretion signal peptides (pep.), secretion signal peptides with TM-helices, mitochondrial transit peptide (transit pep.), chloroplast transit pep., or thylakoid luminal transit pep. Proteins without target motifs are not displayed. **e** Unique and shared signal peptide-containing proteins in the four different tassel developmental stages. **f** GO term analysis with the top 20 biological processes of all identified proteins. GO terms were sorted by fold enrichment. The number of genes is displayed as respective circle radius, and FDR is indicated by color

 As mentioned above, GSL4 was detected in both the RNA-seq data and the proteomic data (Supplementary Fig. 12). To more specifically evaluate the spatiotemporal expression pattern of *GSL4* during tassel development more specifically and to verify the RNA-seq data, RNA in situ hybridization assays were performed (Fig. 5a-f). Specific expression of *GSL4* was specifically expressed in BMs and in domains located in the middle of SPMs and SMs (Fig. 5a-c). In contrast, no staining occurred after incubation with the random sequence control probe (Fig. 5d-f). To test whether the GSL4 protein impacts tassel development, we employed the Trojan Horse method. This method exploits the genetic accessibility and secretory capabilities of the maize pathogen *U. maydis* to “microinject” plant proteins into the apoplast [24, 67, 68]. Tassels infected with the TH strain SG200-GSL4 or the progenitor strain SG200 were compared based on three parameters 8 dpi (Fig. 5g-k). Analysis of tassel length and the number of side branches revealed no significant differences between the two infection scenarios (Fig. 5i, k). However, statistically significant longer branches were measured after infection with the TH strain (Fig. 5h, j).

**Fig. 5:**
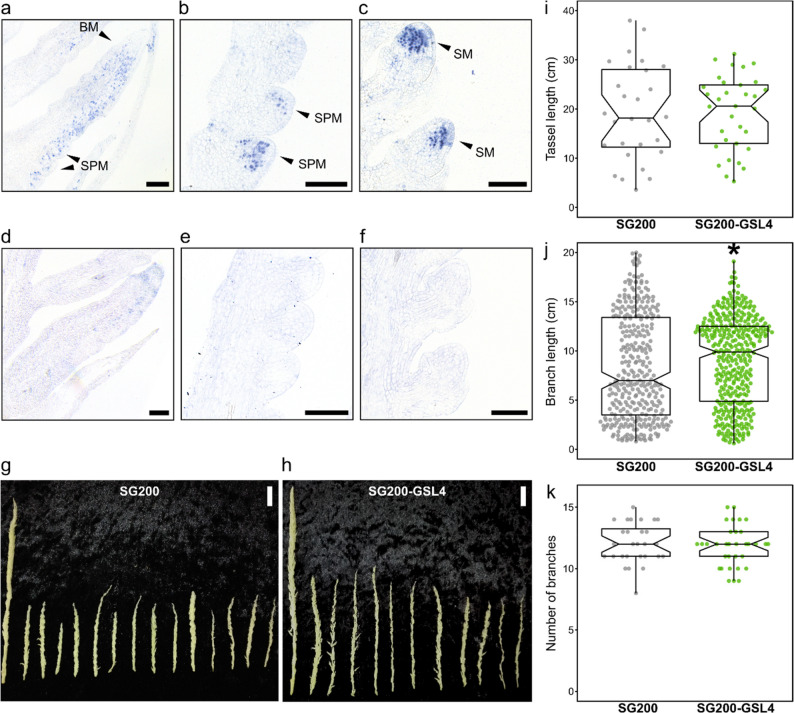
Spatiotemporal expression of *GSL4* and macroscopic effects of GSL4 on tassel development.** a-c** Expression of *GSL4* analyzed by RNA *in situ* hybridization experiments at different tassel developmental stages (**a** Branch Meristem (BM) and Spikelet Pair Meristems (SPMs), **b** spikelet pair meristems, **c** Spikelet Meristems (SMs)). **d-f** *In situ* hybridization experiments using a random sequence control on different stages of developing tassels (**d** branch meristems, **e** spikelet pair meristems, **f** spikelet meristems). Scale bars (**a-f**) = 100 μm. **g**,** h** Representative photos of tassels infected with *U. maydis* strain SG200 (**g**) or the TH strain SG200-GSL4 (**h**). Images were taken 8 dpi, scale bars (**g**,** h**) = 2 cm. **i-k** Statistical analysis of tassel parameters (**i** tassel length, **j** branch length, **k** number of branches) 8 dpi with *U. maydis* strain SG200 or the TH strain SG200-GSL4. The TH experiments were performed in three independent biological repetitions, with each replicate consisting of seven to nine tassels per infection condition. Individual dots represent individual tassels, or branches; boxes indicate median and standard deviation; whiskers indicate minimum and maximum; * indicates *p* < 0.05

## Discussion

In this study, we took a multi-omics approach combining RNA-seq, sRNA-seq, and proteomic analysis to gain a comprehensive understanding of gene expression and protein dynamics during critical stages of maize tassel development. Previous studies have provided transcriptomic atlases of immature tassels and profiled premeiotic anthers [30, 32]. More recently, Sun et al. [31] performed RNA-seq on individual tassel meristems and scRNA-seq on two FM stages. Yet almost no sRNA data are available even though several studies imply that they play important roles during tassel development. Moreover, a critical gap in knowledge concerns the transition from tassel architectural definition to the onset of anther cell fate specification. We sampled tassels between 0.5 and 2.0 cm (Fig. 1) to fill in this gap. 

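In the sRNA-seq libraries, the similarity of replicates was measured over the tested sRNA tags. Pearson's r was taken of the TMM-scaled log2 CPM across tags, which are not independent replicates. Between replicates, r was 0.919 for the 0.5 cm stage, 0.896 for the pair titled 1.0 cm, 0.979 for the pair titled 1.5 cm and 0.859 for the 2.0 cm stage. Across the 24 pairs of libraries from different stages, r ranged from 0.379 to 0.957 with a median of 0.768. The Euclidean distance between the variance-stabilized counts of replicates was 43.4 at 0.5 cm, 42.9 in the pair titled 1.0 cm, 18.0 in the pair titled 1.5 cm and 49.7 at 2.0 cm. Distances between stages ranged from 26.9 to 103, so they overlapped those between replicates. The nearest library was the other replicate of the same stage for 4 of the 8 libraries, namely replicate 1 at 0.5 cm, replicate 2 at 2.0 cm and both libraries of the pair titled 1.5 cm. Replicate 2 at 0.5 cm was closest to replicate 1 of the pair titled 1.0 cm, at a distance of 30.2, and replicate 1 at 2.0 cm was closest to replicate 1 of the pair titled 1.5 cm, at 39.0. Both libraries titled 1.0 cm were closest to replicate 2 of the pair titled 1.5 cm. The RNA-seq libraries, which the paper sets beside this pattern and which came from independently collected tassels, were not analysed here.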

Although biological replicates showed partially suboptimal clustering across the multi-omics datasets, the comparable PCA clustering patterns observed for independently collected RNA-seq and sRNA-seq samples suggest to us that this variation is not primarily driven by technical artifacts but may instead reflect tassel specific biological process indicating highly dynamic development. 

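A chi-square test of the tag counts, which takes reads as independent and shows only that the replicates are separate libraries, gave 105 per degree of freedom between the replicates of the 0.5 cm stage, 112 for the pair titled 1.0 cm, 16.6 for the pair titled 1.5 cm and 182 for the 2.0 cm stage. It does not separate technical from biological variation. In CPM scaled by TMM over the tested tags, some tags differed more than 2-fold between replicates. Their share was 11.3% at 0.5 cm, 9.80% in the pair titled 1.0 cm, 0.664% in the pair titled 1.5 cm and 12.2% at 2.0 cm. The biological coefficient of variation that edgeR estimated over all 8 libraries was 0.287. Both tests were also run on simulated counts with these library sizes and a single mean and dispersion per tag, estimated over all libraries. In these counts, 200 tags were changed 4-fold at 2.0 cm. Tags were drawn independently and all stages shared the dispersion. Replicates that differ more at some stages, or in many tags together, were thus not simulated. The recovery is therefore not the power in these libraries. For 2.0 cm against 0.5 cm, edgeR recovered 174 of the 200 changed tags (87%) and called 10 unchanged ones, and DESeq2 recovered 184 and called 22 unchanged ones. For 2.0 cm against the other 3 stages, edgeR recovered 196 (98%). It recovered 62 (31%) for the intermediate against the end stages and 0 for 0.5 cm against the other 3 stages. In these last comparisons a change at 2.0 cm alone is smaller than 4-fold.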

At the same time, we advise readers that variation in individual plant growth conditions and the relatively small sample size (two tassels per biological replicate with two biological replicates per tassel stage) may have increased within-stage variability and partially obscured subtle stage-specific differences. Nevertheless, the overlap of core genes in our analysis with those in previous studies by Zhang et al. [32] and Eveland et al. [30] indicates the robustness of our data and bridges developmental gaps (Fig. 2).

The proteomic analysis performed here defined a core set of proteins present across all tassel stages (Fig. 4). The low stage-specificity and high overlap of protein identities contrast sharply with the dynamic transcriptome and miRNAome identified. This discrepancy may imply a lag between transcriptional regulation and protein accumulation or may reflect the limits of mass spectrometry detection. Only 14.5% of all transcripts matched a detected protein, and the enrichment of GO term categories associated with metabolism, as well as a previous comparable proteomic study of anther development, point to the fact that the chosen methodology favors highly abundant proteins [32]. Also, further analysis of the proteomic data by K means clustering and assignment of Go terms to account for dynamic proteome changes did not indicate strong overlap between the transcriptomic and proteomic data sets (Supplementary Fig. 10, 11). The moderate concurrence between transcriptomic and proteomic datasets observed here is consistent with findings from other plant multi-omics studies and reflects both biological and technical factors. Even when measured from the same samples, mRNA abundance often only partially predicts protein accumulation, as shown in maize and Arabidopsis studies [1–3].

In line with previously published data [30, 31, 69], the here presented analysis of the RNA-seq (Fig. 2) and sRNA-seq data (Fig. 3) [31] covers three phases of tassel development : (1) Initial reproductive growth and formation of various meristems in developing tassels (0.5–1.0 cm stage); (2) Dynamic switch from meristem to organ formation (1.0–1.5 cm stage); (3) Organ identity formation including initiation of cell fate specification in anthers (1.5 cm stage onwards). GO terms associated with transcription, gibberellin, and organ formation declined after the 0.5 cm tassel stage, likely representing the final termination of persistent vegetative programs. *FCP1* expression was detected in the two earliest stages of tassel development. *FCP1* encodes a CLE-like peptide that is likely sensed by FEA2/3 and regulates SAM homeostasis [22, 23]. TE1 controls leaf initiation, internode elongation, and tassel feminization [58, 70]. Consistent with its previously reported expression in the IM and SPMs, *TE1* was exclusively expressed at the 0.5- and 1.0-cm stages [31]. Gibberellin is involved in controlling flowering time and the switch from vegetative to reproductive growth [71–74]. Surprisingly, however, *GSL4*, which has been shown to respond to gibberellin in maize roots, was detected at the transcriptional and proteomic levels at all stages of tassel development [75]. Further spatiotemporal analysis revealed that *GSL4* is specifically expressed in BMs, and SPM and SP domains (Fig. 6). TH-delivered GSL4, which mimics local overexpression, induced a branch elongation phenotype. Based on these observations, we hypothesize that GSL4 controls branch length during tassel development. Consistent with this hypothesis, GASA6 promotes cell elongation in Arabidopsis [76]. In rice, plants that silence *GASR9*, which encodes a GASA, develop yield-related phenotypes, including shorter plants and panicles [77]. Thus, identifying GSL4 in the multi-omics approach presented here, together with the results from the TH approach, validates our multi-omics data and indicates that GSL4 may be involved in cell proliferation in maize tassels. However, understanding how GSL4 depends on gibberellin and how GSL4 impacts cell proliferation in maize tassels requires further study.

*UB2*, *UB3*, and *TSH4 (TASSELSHEATH4)* showed the highest expression at the 0.5 cm tassel stage. After that, expression declined, which is consistent with the reported triple mutant phenotype of an unbranched tassel [57]. In turn, miR156 family miRNAs, which represses *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* (*SPL*) factors, including *UB2*,* UB3*, and *TSH4*, exhibited high expression at the 2.0 cm stage (Fig. 3) [14, 57, 78]. The *RAMOSA* pathway is central to regulating branching and determinacy of axillary meristems in maize tassels [11, 79–81]. Recently, the direct binding of RA2, which is expressed in all stages, to the promoter of TSH4, which represses *TSH4* expression, was demonstrated [82]. *RA3* and *RA1* were also identified as early-expressed genes (Fig. 2). Taken together, our transcriptomic data and miR data are supported by models in which RA3 and SPLs promote branching and meristem boundary formation before being suppressed by an RA-miR156 module during determinacy.

Our data support the model that molecular reprogramming occurs between tassel lengths of 1.0 and 1.5 cm, which coincides with morphological changes in the tassel, such as the termination of BMs, SPMs, and SMs, and the initiation of florets containing stamen primordia. GO terms associated with transcription, shoot apical meristem (SAM) development, and organ initiation declined after the 1.0 cm stage (Fig. 2). Meanwhile, GO categories associated with meristem determinacy, adaxial–abaxial polarity, oxylipin metabolism, and JA biosynthesis peaked at the 1.0 and 1.5 cm stages. The peak in JA biosynthesis-related transcripts at the 1.5 cm stage is preceded by the high expression of oxylipin metabolism-associated genes at the 1.0 cm tassel size. *TS1* and *TS2* expression is highest at the 1.5 cm stage. *TS1* and *TS2* encode a lipoxygenase and a hydroxysteroid dehydrogenase, respectively, which are involved in JA biosynthesis. These two genes regulate the abortion of pistillate structures in the tassel and promote anther maturation [8, 83]. Overall, based on these findings, we propose that *de novo* synthesis of oxylipins, specifically JA, occurs during this developmental stage to enable sex determination in the tassel.

In contrast, the expression of factors involved in several steps of auxin signaling, such as *BIF1*, *BIF2*, *BIF4*, and *SPARSE INFLORESCENCE1* (*SPI1*), was detected at all tassel stages. SPI1, a YUCCA homolog, is involved in auxin production, while BIF2 is a serine/threonine protein kinase that phosphorylates the auxin efflux carrier PIN1a. BIF1 and BIF4 are Aux/IAA proteins that regulate gene expression in an auxin-dependent manner [5, 7, 84]. Auxin signaling is involved in multiple steps of tassel development, including IM patterning, axillary meristem initiation, and floral organ formation, which implies that tight spatiotemporal regulation is required. Analysis of the sRNA-seq data show differential enrichment of miR167 and miR160 family members along the different tassel stages (Fig. 3, Supplementary File 10, 11). These miRNA families have been demonstrated to target *ARF*s in plants [66, 85, 86].

The latest stage of tassel development, when the first anthers are differentiating, is marked by the presence of genes linked to development, organ formation, and morphology. Among the strongly expressed genes is *GT1* (*grassy tillers1*). GT1 is a transcription factor that regulates the abortion of carpels in male florets of maize [87, 88]. Interestingly, miR2275 and miR11969, which are both associated with meiocytes in maize anthers, were enriched at the latest stage (Fig. 3, Supplementary File 10, 11). miR2275 is required for the production of 24-nt meiotic phasiRNAs in anthers [16, 89]. miR11969 was first identified as one of the most highly expressed miRNAs in meiocytes [63]. The recently highlighted presence of 24-nt phasiRNAs at the earliest stages of anthers evaluated, may require miR2275 for processing [65].

## Conclusion

In this study, we used a multi-omics approach to characterize maize tassel development from shortly after inflorescence meristem organization to the onset of anther cell fate specification. By combining transcriptomic, sRNA, and proteomic analyses across four developmental stages, we bridge a critical gap between previously transcriptome datasets and add on further omics data. 

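Across the sRNA-seq libraries, a joint test over the 4 stages called fewer tags than some single comparisons below, so its count is not a total. In this joint test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 236 tags differed between any of the stages. This count ranged from 58 to 1000 when single libraries were left out, and DESeq2 called 1329. Between 2.0 cm and 0.5 cm, 1357 tags differed, with 689 (50.8%) higher and 668 lower at 2.0 cm. With total reads as the library size in place of TMM, 447 (30.6%) were higher and 1013 lower. The median log2 fold change of all tags was 0.04 under TMM and -0.20 under total reads. Only 85 tags differed between 2.0 cm and 0.5 cm without replicate 1 of the 0.5 cm stage, 74 higher and 11 lower, 231 without replicate 2 of the 2.0 cm stage, 191 higher and 40 lower, and 535 and 532 without replicate 1 and replicate 2 of the pair titled 1.5 cm. Against the other 3 stages, 73 tags differed at 2.0 cm and all 73 were higher, while DESeq2 called 136 higher and 87 lower. Of the 73, 59 were 21 nt long, 8 were 24 nt, 4 were 22 nt, and 20 nt and 23 nt had 1 each. Without replicate 1 of the 2.0 cm stage 477 tags differed, 183 higher and 294 lower, without replicate 2 of the 0.5 cm stage 202 differed, 192 higher and 10 lower, and without any other single library between 67 and 74. The 0.5 cm stage differed from the other 3 in 2156 tags, 1045 higher and 1111 lower, or 1479 higher and 670 lower with total reads as the library size. This number fell to 1 without replicate 1 of the 0.5 cm stage, to 528 without replicate 1 and 665 without replicate 2 of the pair titled 1.5 cm, and to 1101 without replicate 2 of the pair titled 1.0 cm. It was 3 without the tags that are a stretch of a longer sequence, an alternative chosen after the data were seen. Between the intermediate stages and the 2 end stages, edgeR called 0 tags, although 1014 had an unadjusted p under 0.05, and DESeq2 called 19. In simulated counts of independently drawn tags, with 200 tags changed 4-fold at 2.0 cm, edgeR recovered 62 of them (31%) in this comparison and DESeq2 136. A change at 2.0 cm alone is smaller than 4-fold in this comparison, so 31% is not its power for 4-fold differences. Without replicate 1 of the 2.0 cm stage edgeR called 253, and without replicate 2 of the 0.5 cm stage 22.

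**Figure D2:**
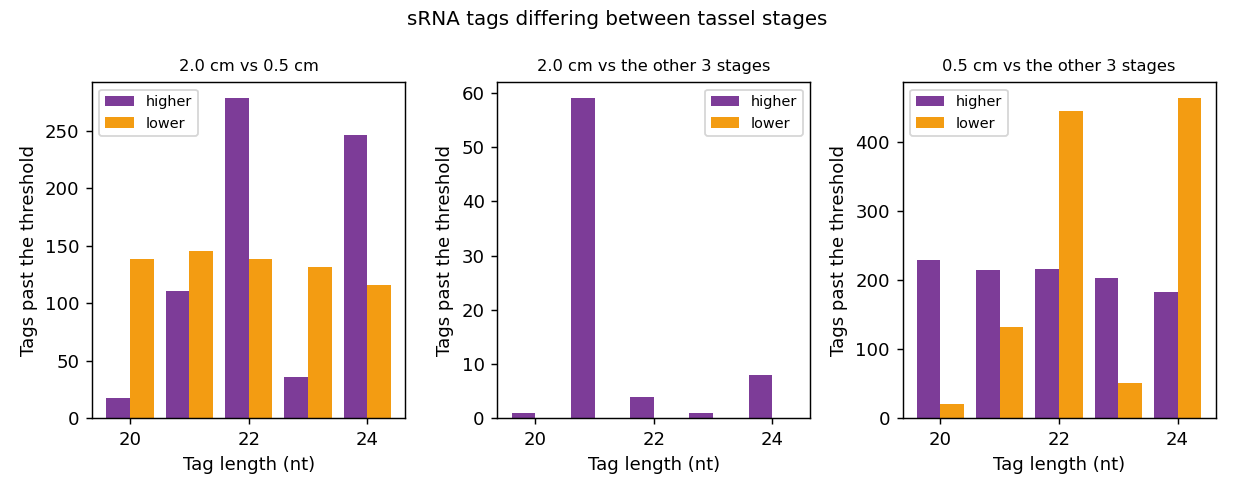
Number of sRNA tags past the threshold (y axis) by tag length (x axis, nt) for 3 comparisons of tassel stages, split into tags higher and lower in the stage named first. The vertical scales differ between panels. At 2.0 cm against the other 3 stages, 59 of the 73 tags are 21 nt long.

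The 5 tags with the largest change between 2.0 cm and 0.5 cm were all 21 nt long and higher at 2.0 cm. Tag AAAGCTTGTCCTCTGGAGCCT had 3287 and 64551 reads in the replicates of the 2.0 cm stage and 0 in both 0.5 cm libraries, at least 23644-fold more per read sequenced, or 3181-fold without replicate 2 of the 2.0 cm stage (adjusted p = 0.000379, edgeR). Tag AAGGACATGGAGCAAAGGCCA had 1756 and 39132 reads at 2.0 cm and 0 at 0.5 cm, at least 14251-fold more, or 1700-fold without that replicate (adjusted p = 0.000552, edgeR). Tag TCTATGTTCAGTGCGACTGCA had 14443 and 176725 reads at 2.0 cm against 0 and 2 at 0.5 cm, a ratio of 99945 with a 95% exact interval of 27667 to 825281, or 20968 (5803 to 173154) without that replicate (adjusted p = 0.000111, edgeR). Tag ATTCAGTTTGGACTACACCCG had 992 and 22410 reads at 2.0 cm and 0 at 0.5 cm, at least 8157-fold more, or 960.1-fold without that replicate (adjusted p = 0.000924, edgeR). Tag CACTGAACTGCCAATGCACCG had 1134 and 15217 reads at 2.0 cm and 0 at 0.5 cm, at least 5699-fold more, or 1098-fold without that replicate (adjusted p = 0.000359, edgeR). The lower bounds set 0 reads to 3 over both 0.5 cm libraries, and bounds and intervals cover counting error only. Of the 2.0 and 0.5 cm libraries, leaving out replicate 2 of the 2.0 cm stage gave the lowest bound or ratio for each tag. All 5 tags stayed past the threshold under 14 other settings. Their CPM differed between the 2.0 cm replicates, for example 115 in replicate 1 and 1271 in replicate 2 for AAAGCTTGTCCTCTGGAGCCT.

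**Figure D3:**
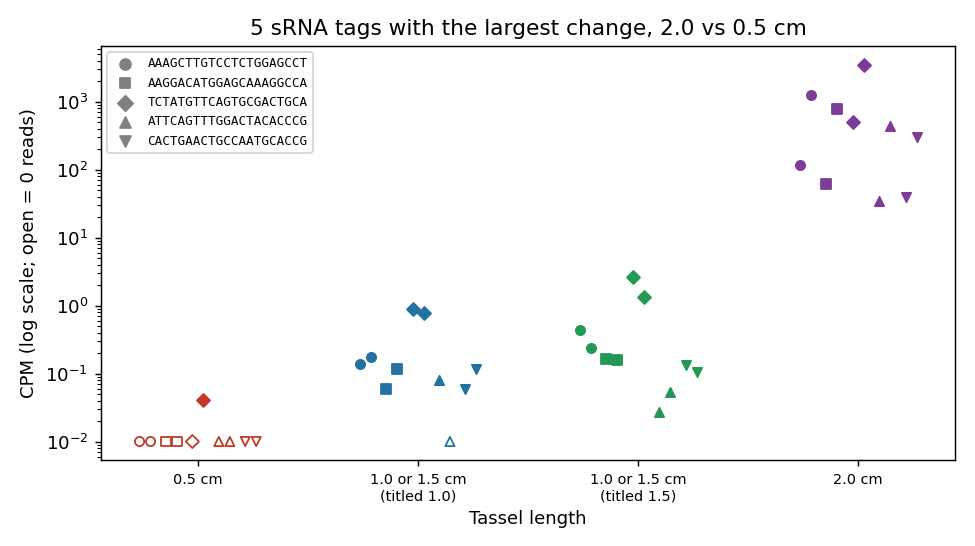
CPM (y axis, log scale) of the 5 tags in each library of the 4 tassel stages (x axis). Each symbol is 1 library, and open symbols are libraries with 0 reads, drawn at the bottom of the scale. Every tag is higher in both 2.0 cm libraries than in each of the other libraries.

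Of the tags that fell, AAGGATTGACAGACTGAGAG, which was chosen after its values were seen, had 50.1 and 29.5 CPM in the replicates of the 0.5 cm stage and 6.82 and 3.84 at 2.0 cm, a log2 fold change of -2.67 (standard error 0.396, adjusted p = 0.00315, edgeR). This tag is a stretch of a longer sequence. Tags that overlap it fell too, for example GCAAGGATTGACAGACTGAGAG with a log2 fold change of -2.61, so the lower tags need not be separate RNAs. In a fit without tags that are a stretch of a longer sequence, 81 tags differed between 2.0 cm and 0.5 cm, 74 higher and 7 lower.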

Our results indicate that tassel development is a highly dynamic process including transcriptional and small RNA regulatory programs. Stage-specific expression of hormone-related genes and distinct miRNA families imply coordinated regulation required for meristem determinacy and organ formation. Notably, the early enrichment of meiocyte-associated miRNAs suggests that reproductive regulatory pathways are activated earlier than previously recognized. Although the multi-omics analyses were performed using two biological replicates, the identification of GSL4 as a potential tassel branch factor indicates that the data can be used to identify novel tassel development factors. Together, these findings provide a molecular framework for maize tassel development and a resource for future functional and comparative studies.

## Supplementary Information

Supplementary Material 1: Supplementary figure 1. Sequences of probes for RNA *in situ* hybridization assays. Supplementary figure 2. Principal component analysis of normalized RNAseq counts. Supplementary figure 3. Heatmap of expressed genes. Supplementary figure 4. Heatmap of K-means clustering. Supplementary figure 5. K-means clustering of all expressed genes per cluster. Supplementary figure 6. Expression patterns of selected genes. Supplementary figure 7. Expression patterns of meiosis-associated genes. Supplementary figure 8. Expression patterns of selected differentially expressed genes. Supplementary figure 9. Principal component analysis of miRNAseq counts. Supplementary Figure 10. K-means clustering analysis of highly variable proteins. Supplementary Figure 11. Go term analysis of proteins. Supplementary figure 12. Expression pattern of GSL4.

Supplementary Material 2: Supplementary file 1. Raw RNAseq sequencing statistics. Supplementary file 2. RNAseq mapping results of HISAT2. Supplementary file 3. Raw RNA-Seq read counts. Supplementary file 4. Overlap and differences in expressed genes. Supplementary file 5 Expressed genes with additional information (incl. GO term accessions). Supplementary file 6. Genes of K-means clusters, centroids and correlations. Supplementary file 7. Core genes (centroids) per K-means cluster. Supplementary file 8. FPKM of discussed transcripts. Supplementary file 9. GO terms of biological processes per cluster. Supplementary file 10. Comparison of expressed genes. Supplementary file 11. miRNA sequencing statistics and raw count table. Supplementary file 12. Comparison of miRNAs across stages. Supplementary file 13. Normalized miRNAs and filtered Heatmap input. Supplementary file 14. Cluster patterns of miRNAs and miR-families. Supplementary file 15. Proteomic dataset (exported from Byonic environment). Supplementary file 16. Filtered ON and OFF proteins. Supplementary file 17. Shared and unique elements between expressed genes and ON proteins. Supplementary file 18. Quantification of expressed genes and ON proteins. Supplementary file 19. Molecular weight distribution of proteins. Supplementary file 20. Predicted localization motifs and transmembrane helices for proteins. Supplementary file 21. Shared and unique potentially secreted proteins. Supplementary file 22. Proteins of K-means clusters.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI repository, http://www.ncbi.nlm.nih.gov/bioproject/1396642 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316238.

# Supplementary material for: A multi-omics approach to maize (Zea mays) tassel development
**Source:** BMC Plant Biol. 2026 Jul 8;26:1180. doi: 10.1186/s12870-026-09413-w
**Supplement:** Supplementary file 1 — Supplementary Material 1: Supplementary figure 1. Sequences of probes for RNA in situ hybridization assays. Supplementary figure 2. Principal component analysis of normalized RNAseq counts. Supplementary figure 3. Heatmap of expressed genes. Supplementary figure 4. Heatmap of K-means clustering. Supplementary figure 5. K-means clustering of all expressed genes per cluster. Supplementary figure 6. Expression patterns of selected genes. Supplementary figure 7. Expression patterns of meiosis-associated genes. Supplementary figure 8. Expression patterns of selected differentially expressed genes. Supplementary figure 9. Principal component analysis of miRNAseq counts. Supplementary Figure 10. K-means clustering analysis of highly variable proteins. Supplementary Figure 11. Go term analysis of proteins. Supplementary figure 12. Expression pattern of GSL4.

## Supplementary Figures 1-12

Article Title: A multi-omics approach to maize (*Zea mays*) tassel development

Finn Hartmann<sup>1</sup>, Sandra Mathioni<sup>2</sup>, Atul Kakrana<sup>3</sup>, Blake C. Meyers<sup>2,4,5</sup>, Virginia Walbot<sup>6</sup>, Karina van der Linde<sup>1\*</sup>

**a**

```
1  taccgagggt cgttcgaacg ccaccagcag cggaaccatc gcagcgagga ggacgagtgg tggtcgttgt
71  ggttcgaacc ggacaagcac gagccggtcc gacgaggccc gcggatgggt ggtgcccagag gaggcggcgt
141 ggtctagcag ctggagcggt ttctgacgcc ccgcgccacg ctgcacgcca cgccgcgcgt gagcgcgttc
211 ttgtagacgt gggcccgcac ggagttcacg acgccgcaga cggcgacgca cggccgcccg tgacggccgt
281 tggtcgtctg cacgccgttc acgatgtggc tgacctgggt cgtgccgttg ttctggttca cgggcact
```

**b**

```
1  actgagtcgg aacgagaaag agttgcaaaa atggtgggag ttgtttctgt attcccaaac aagaagttac
71  aacttcaaac gacgacgtct tgggacttca tgggggttaa ggaaggaata aagacgaaga ggaaccctac
141 cgtcgaaagt gatacaatta ttggagttat cgacagtggg atcacgccgg aatctcagag cttttcggac
211 aaaggctttg gtcctcctcc tcagaaatgg aaaggtgttt gttccggcgg caaaaacttc acatgcaaca
281 acaagttgat tggggcaaga gactacacaa gcgaaggtag tagggacatg gacggacacg gtacacacac
351 tgcgtccacg gcggctggaa acgcagttgt ggacgcaagc ttctttggaa tcggcaatgg aaccgtaaga
421 ggtggtgttc cagcctctag agtagccgct tacaaagtct gcaccccgac aggggtgtagt tcggaagctc
491 tactgtctgc attcgatgac g
```

**Supplementary Fig 1. Sequences of probes for RNA *in situ* hybridization assays. a** Anti-sense probe sequence used to detect *GSL4* expression. **b** Sequence of the random probe used in RNA *in situ* hybridization assays as control.

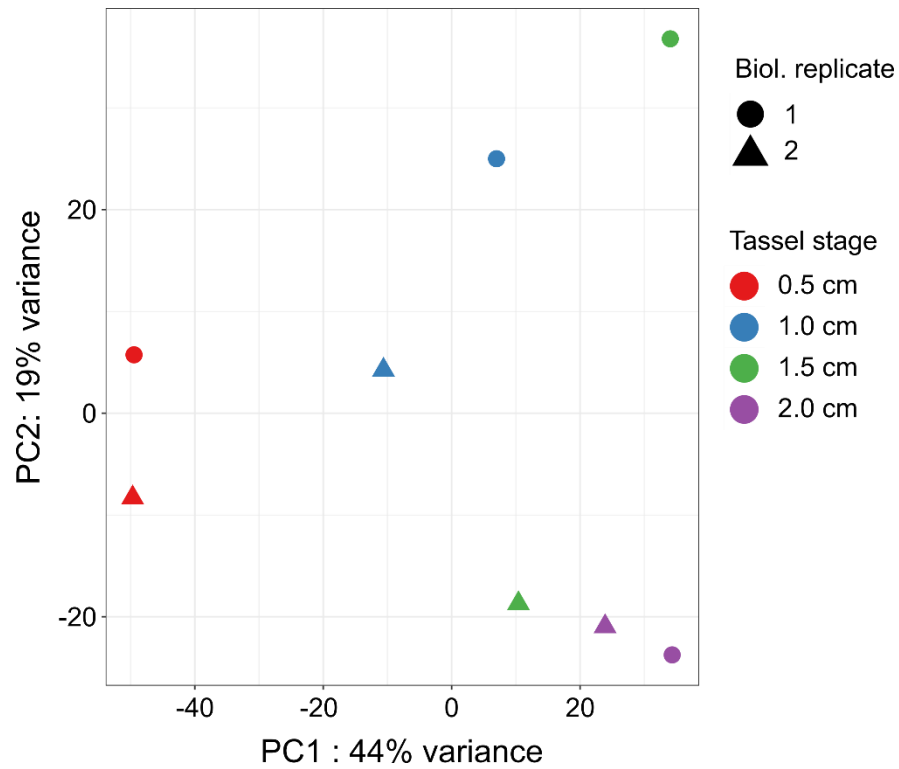

**Supplementary Fig 2 Principal component analysis of normalized RNAseq counts.** Normalized RNAseq counts of two independent biological replicates (biol. replicate 1 = circle, biol. replicate 2 = triangle) were analyzed per tassell stage. Tassel stages are color coded (0.5 cm = red, 1.0 cm = blue, 1.5 cm = green, 2.0 cm = purple).

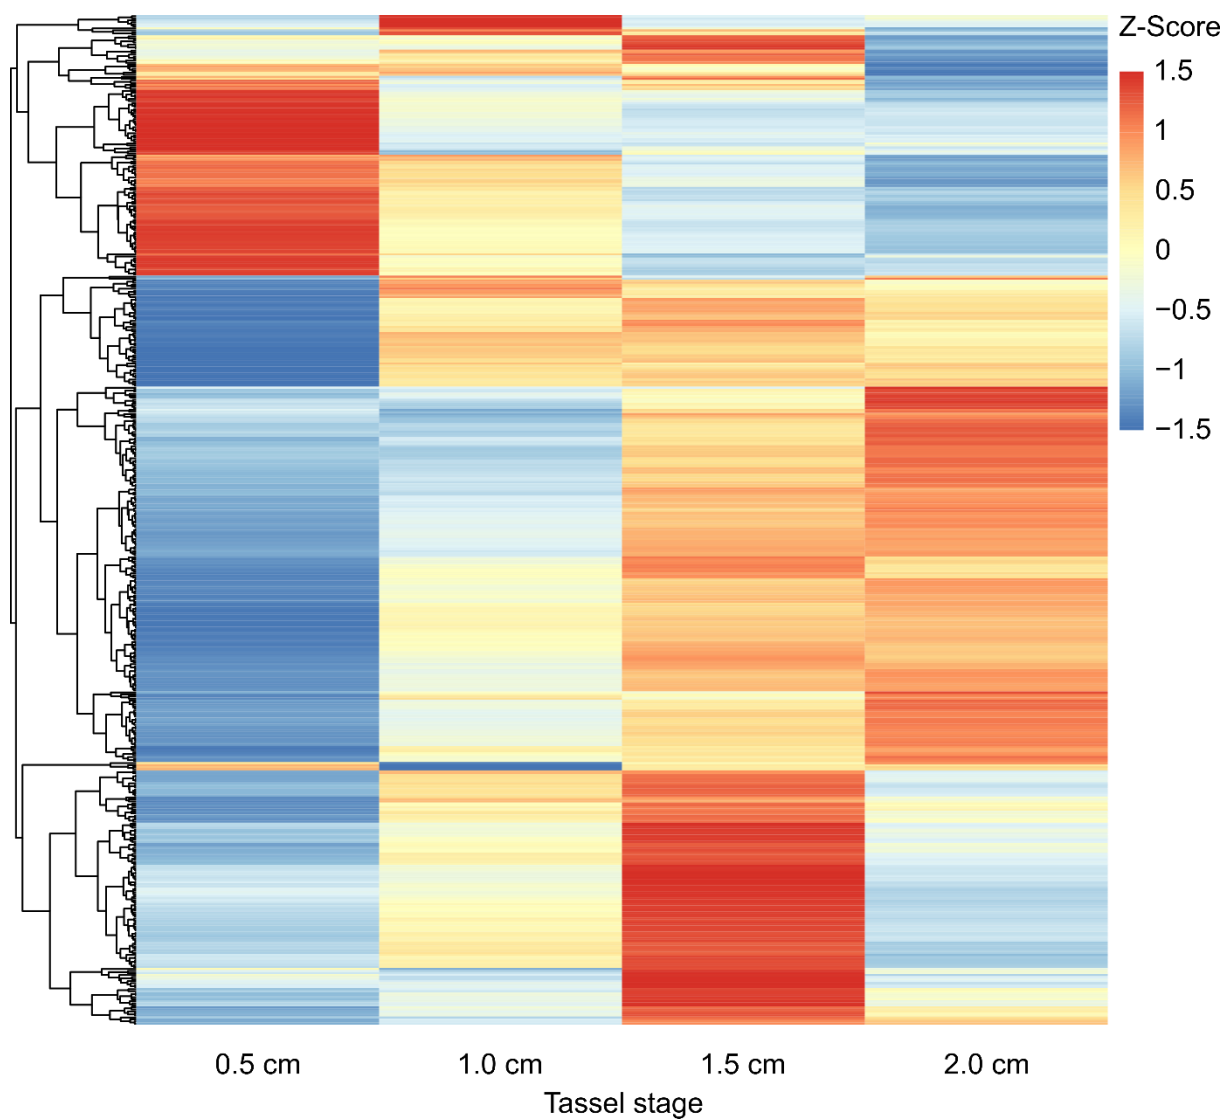

**Supplementary Figure 3 Heatmap of expressed genes.** Z-scores per tassel stage were calculated and hierarchically clustered for each normalized gene expression count.

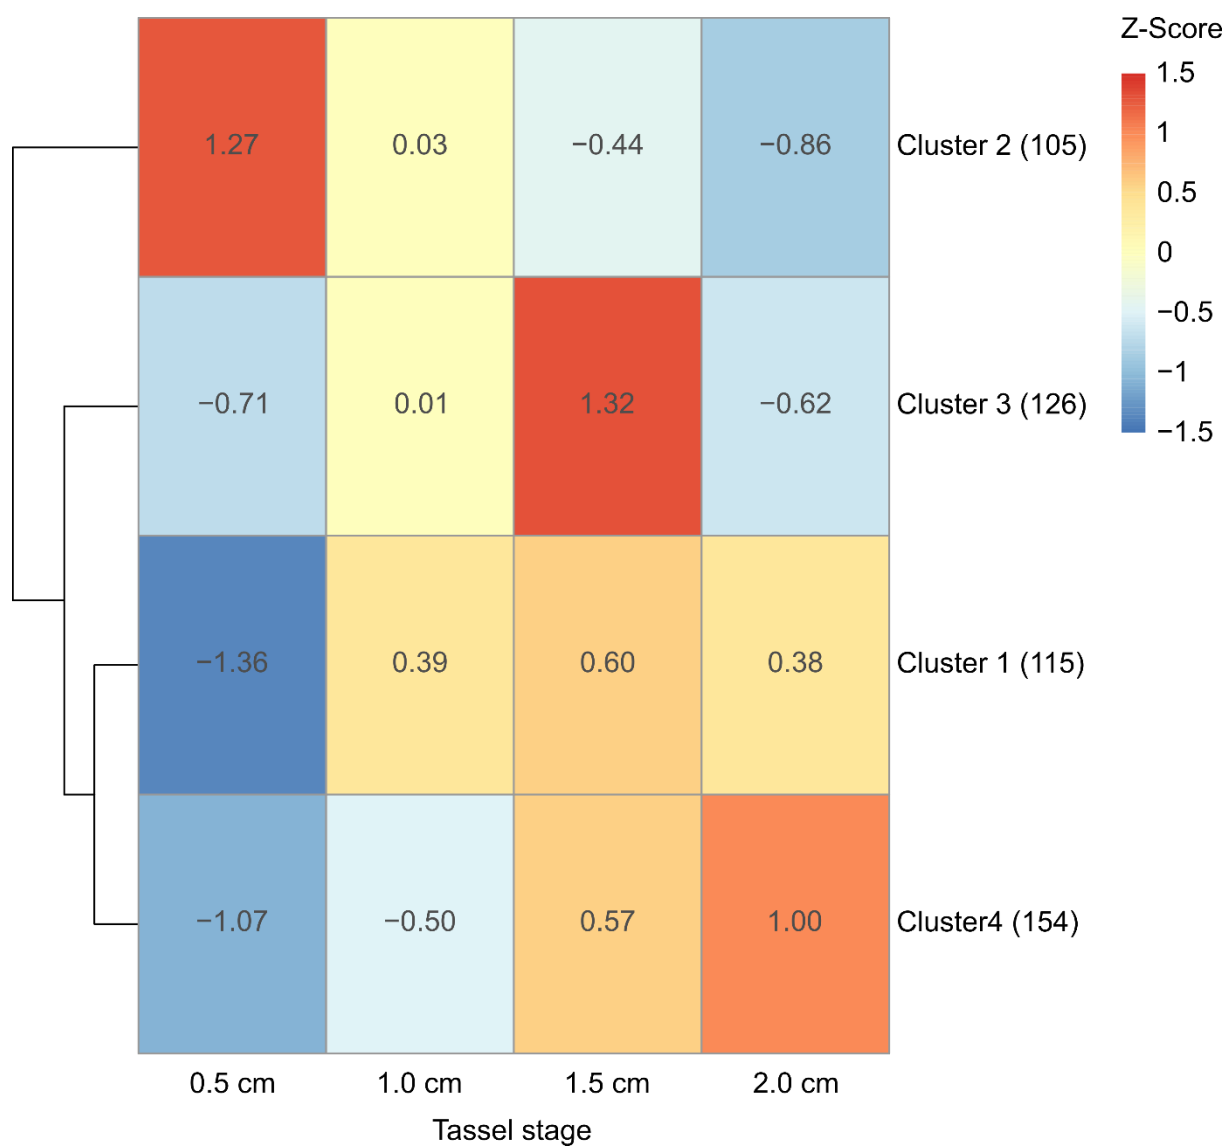

**Supplementary Figure 4 Heatmap of K-means clustering.** The best number of K-means clusters was calculated, and the corresponding Z-scores were clustered hierarchically and by tassal stage

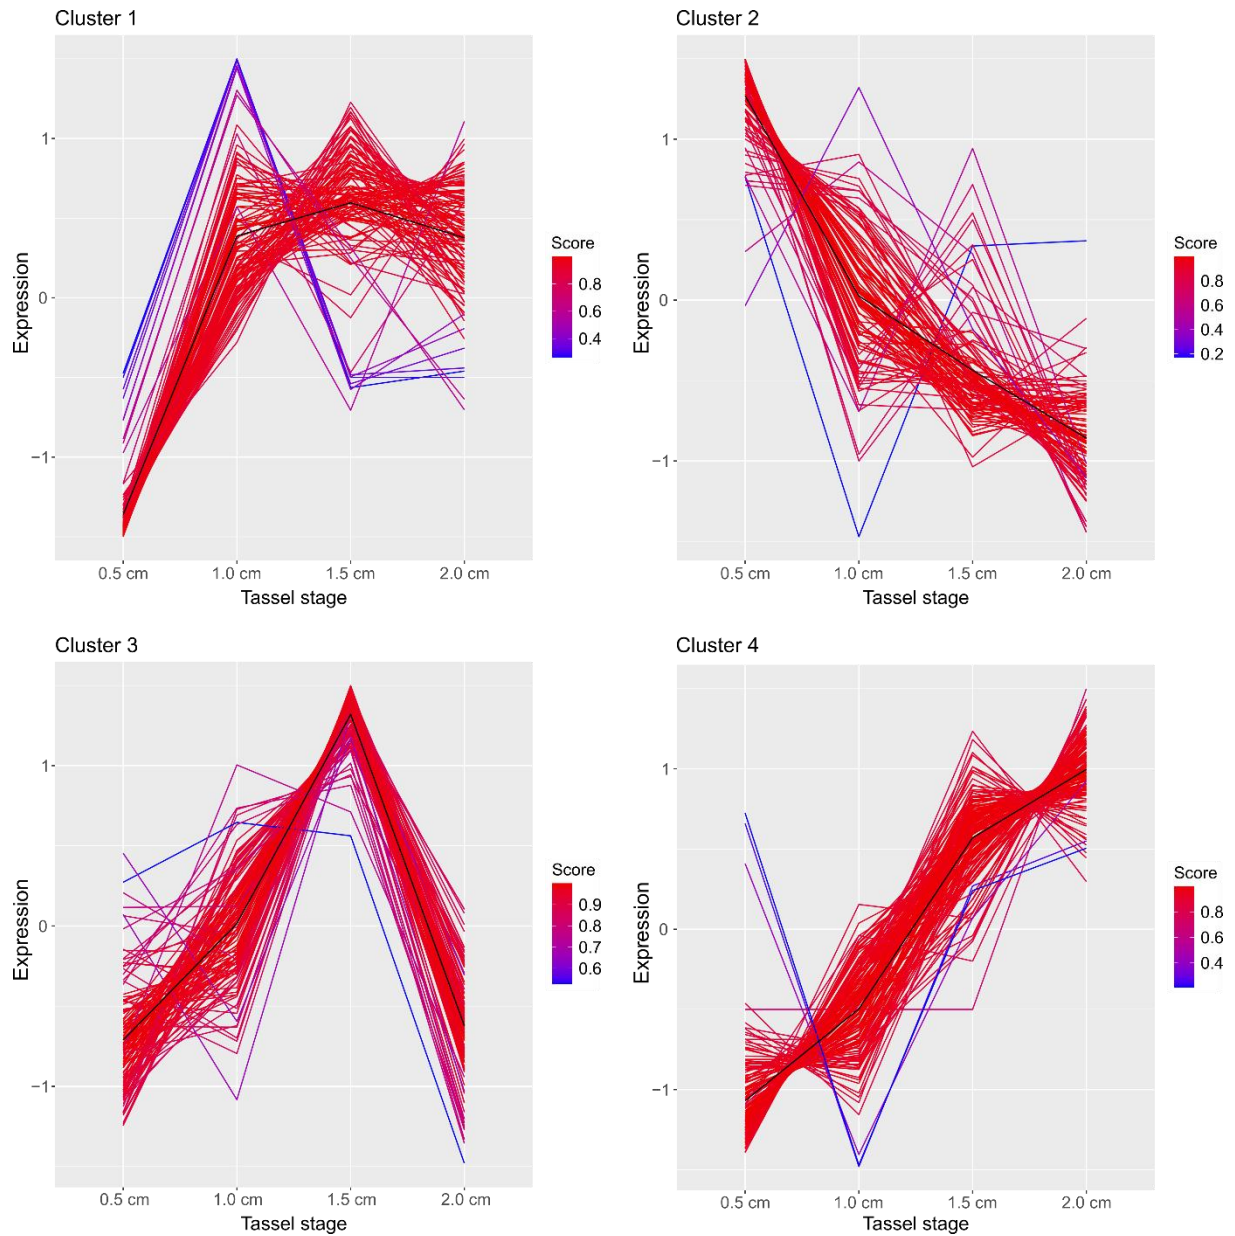

**Supplementary Figure 5 K-means clustering of expressed genes per cluster.** Centroids (mean value of normalized expression values per cluster, black) and all expressed genes per cluster are plotted over tassel stages. For each expressed gene the fit score is indicated by color.

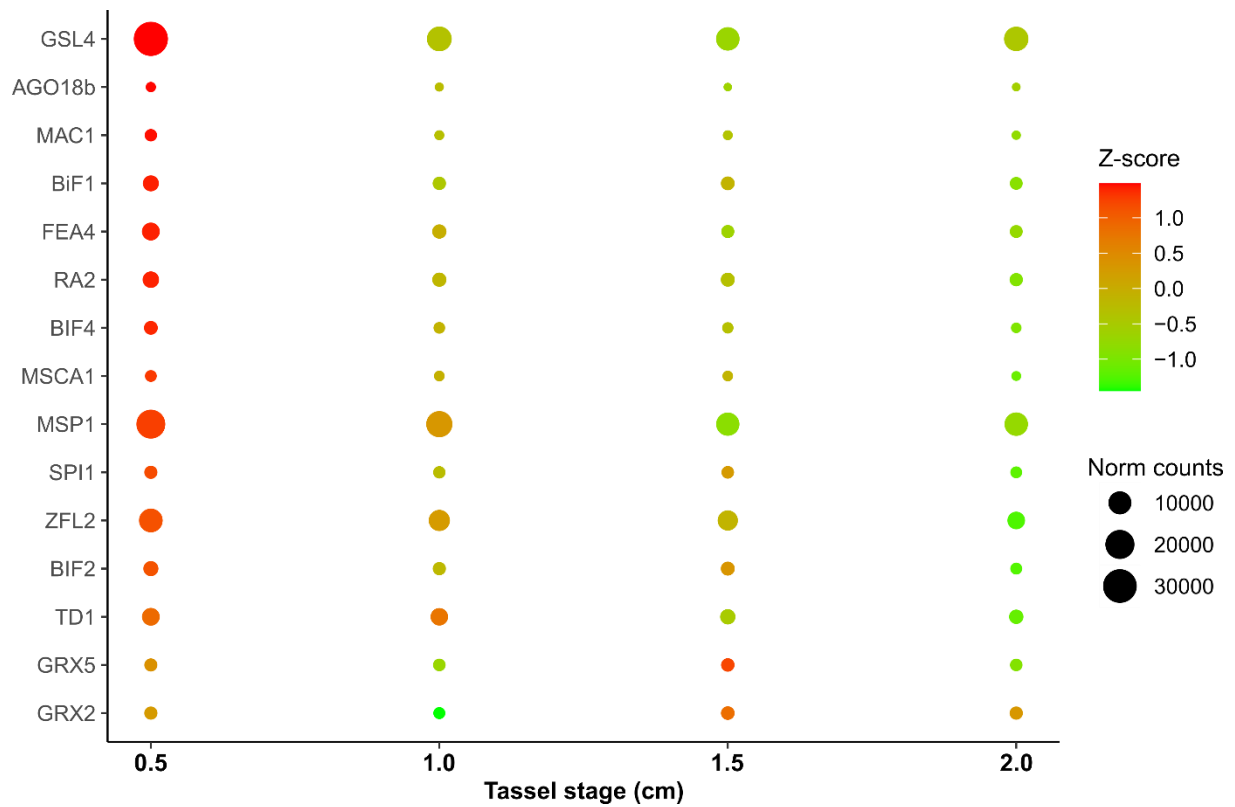

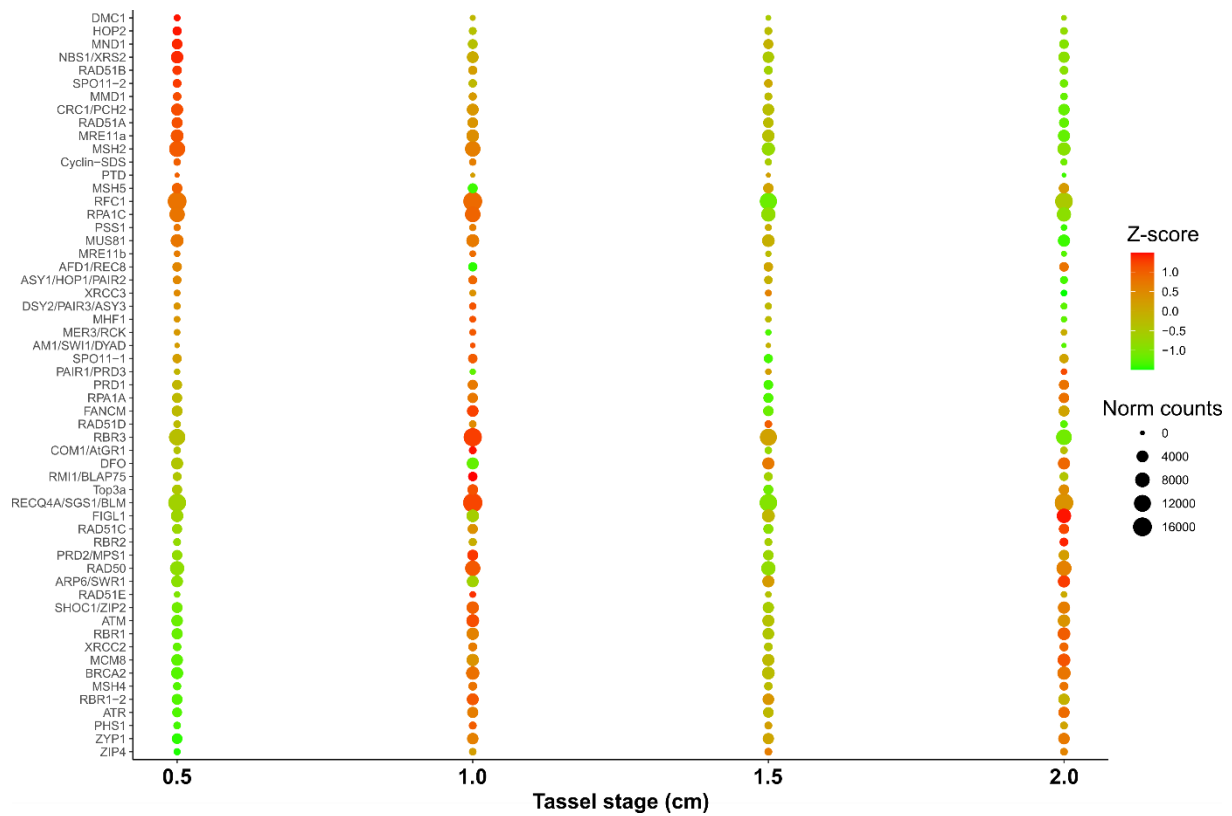

**Supplementary Figure 7 Expression patterns of meiosis-associated genes.** Mean DESeq2-normalized counts (library-size-normalized expression, Norm counts) and Z-scores for previously identified meiosis-associated genes [52].

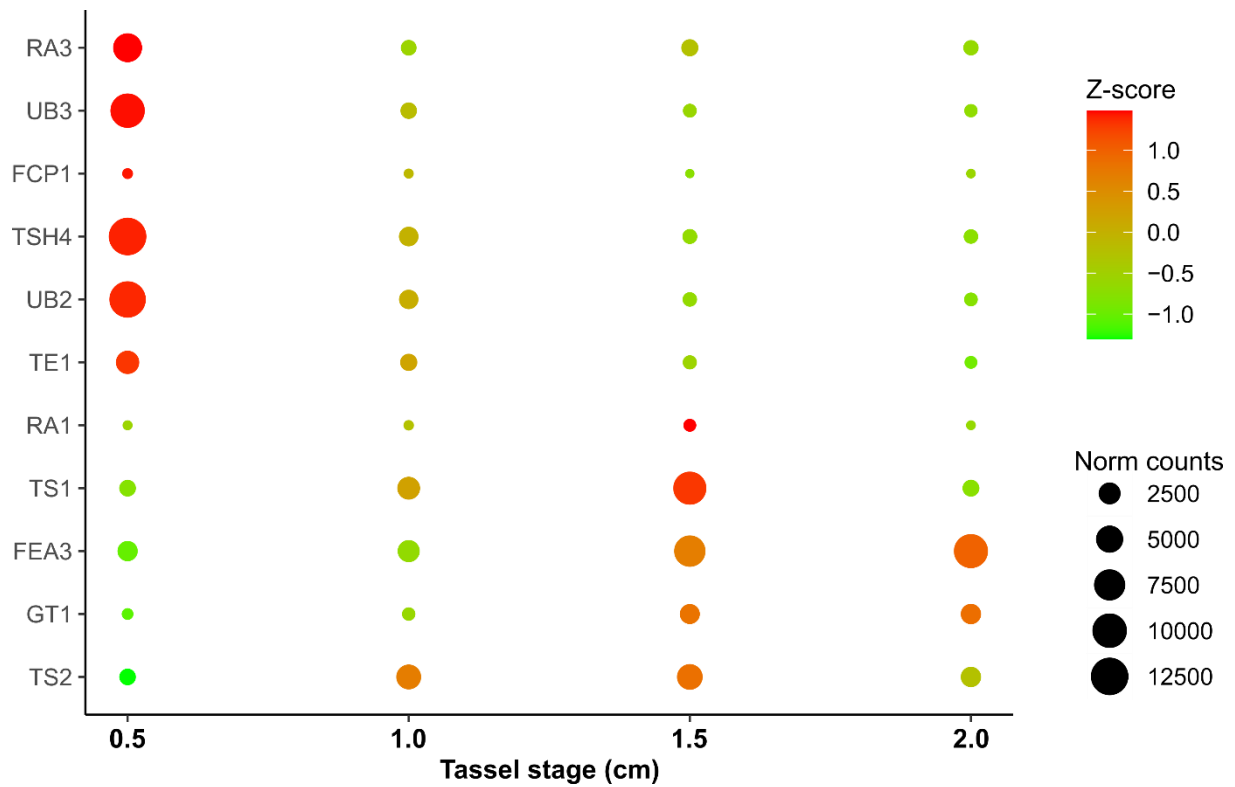

**Supplementary Figure 8 Expression patterns of selected differentially expressed genes.** Mean DESeq2-normalized counts (library-size-normalized expression, Norm counts) and Z-scores for *FCP1*, *RA1*, *TS1*; *TS2*, *GT1*, *FEA3*, *RA3*, *TE1*, *UB2*, *UB3*, *TSH4*.

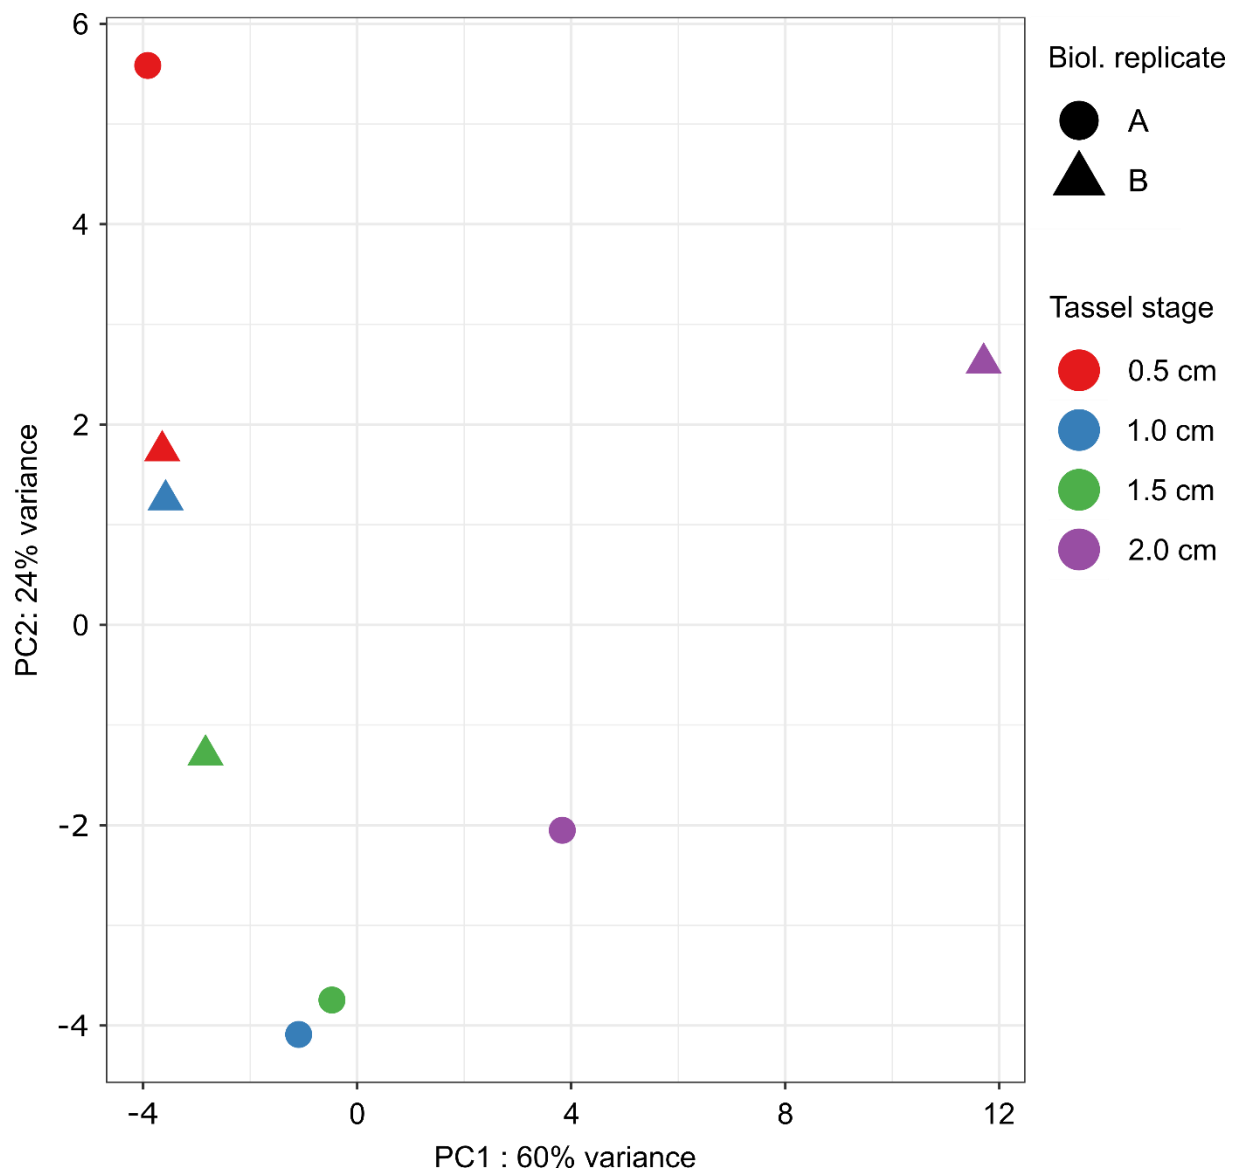

**Supplementary Figure 9 Principal component analysis of miRNAseq counts.** Normalized miRNA counts of two independent biological replicates (biol. replicate 1 = circle, biol. replicate 2 = triangle) were analyzed per tassel stage. Tassel stages are color coded (0.5 cm = red, 1.0 cm = blue, 1.5 cm = green, 2.0 cm = purple).

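A principal component analysis (PCA) places libraries with similar counts close together along axes ordered by the variance they carry. The figure described here plots it for the paper's normalized miRNA counts. The same kind of analysis was run on all tested sRNA tags of 20 to 24 nt, after DESeq2's variance-stabilizing transformation and without selecting the most variable tags. The first component held 56.3% of the variance and the second 28.5%. Along the first component, the replicates lay at -52.0 and -28.4 for 0.5 cm, at -12.3 and 7.86 for the pair titled 1.0 cm, at 5.79 and 3.93 for the pair titled 1.5 cm and at 25.4 and 49.7 for 2.0 cm. Both replicates of the 0.5 cm stage thus lay on one side of all other libraries and both of the 2.0 cm stage on the other, while the range of the pair titled 1.0 cm included the pair titled 1.5 cm. The share of the first component ranged from 55.9% to 67.0% with single libraries left out. It moved most, to 77.0%, without the tags that are a stretch of a longer sequence, a setting chosen after the data were seen.

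**Figure D4:**
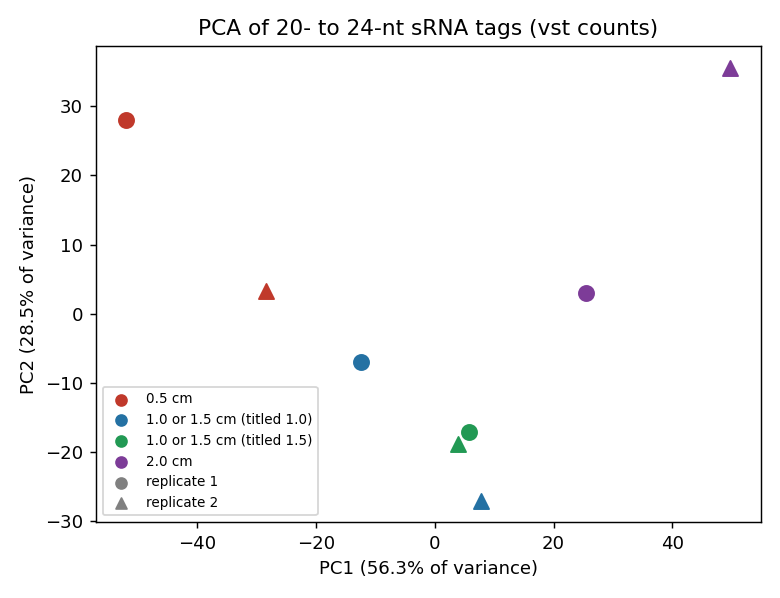
First and second principal component of the variance-stabilized sRNA tag counts, with the share of variance on each axis. Colours are tassel stages, circles replicate 1 and triangles replicate 2. The 0.5 cm libraries lie at the left, at -52.0 and -28.4, and the 2.0 cm libraries at the right, at 25.4 and 49.7.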

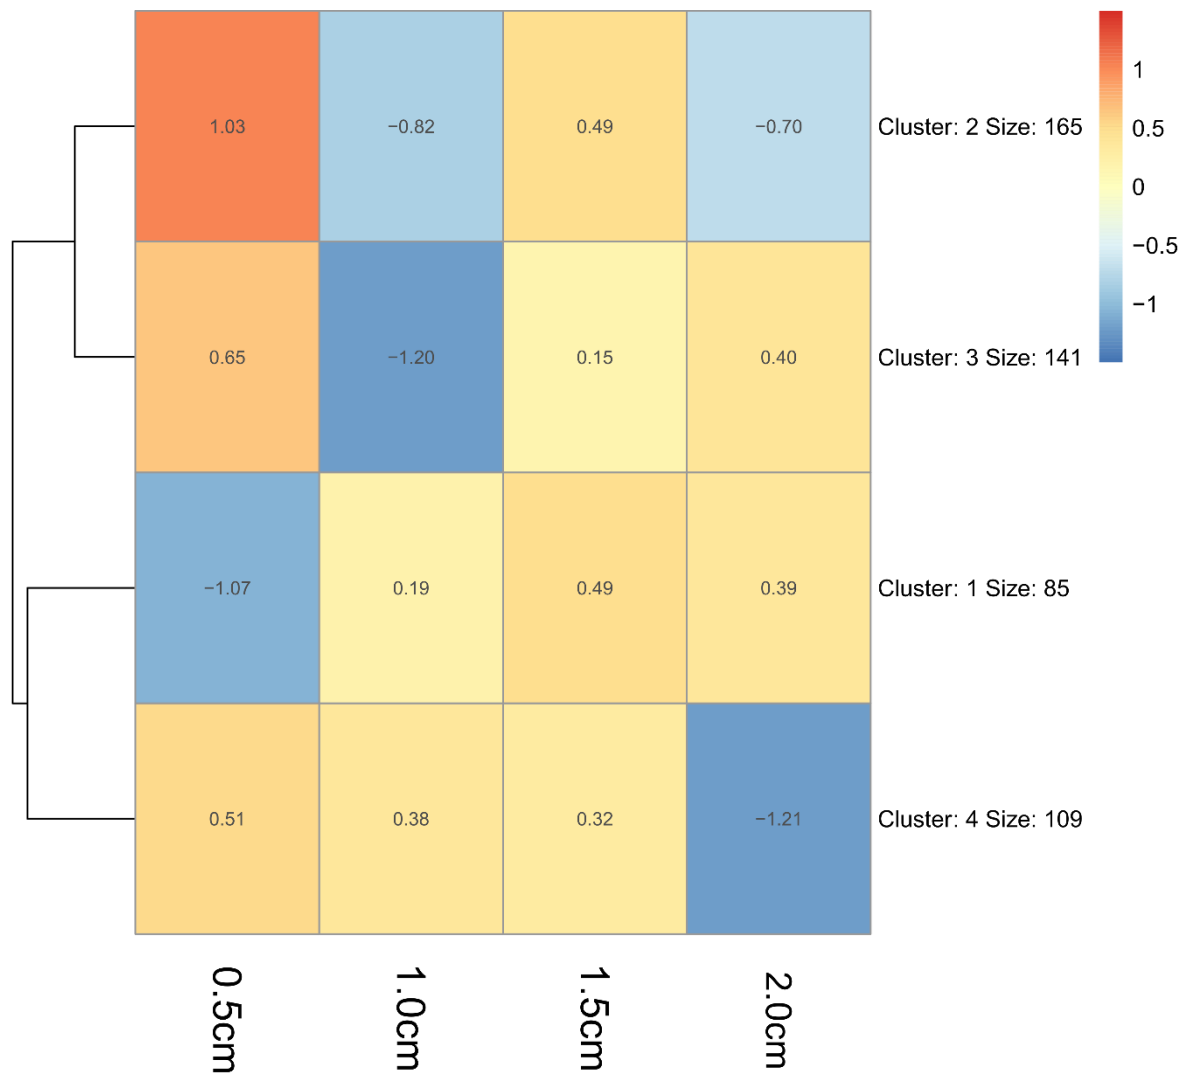

**Supplementary Figure 10 K-means clustering analysis of highly variable proteins.** The heat map was generated using the top 500 proteins exhibiting the highest row variance across the experimental timeline with coloring indicating Z-scores (row-wise normalization).

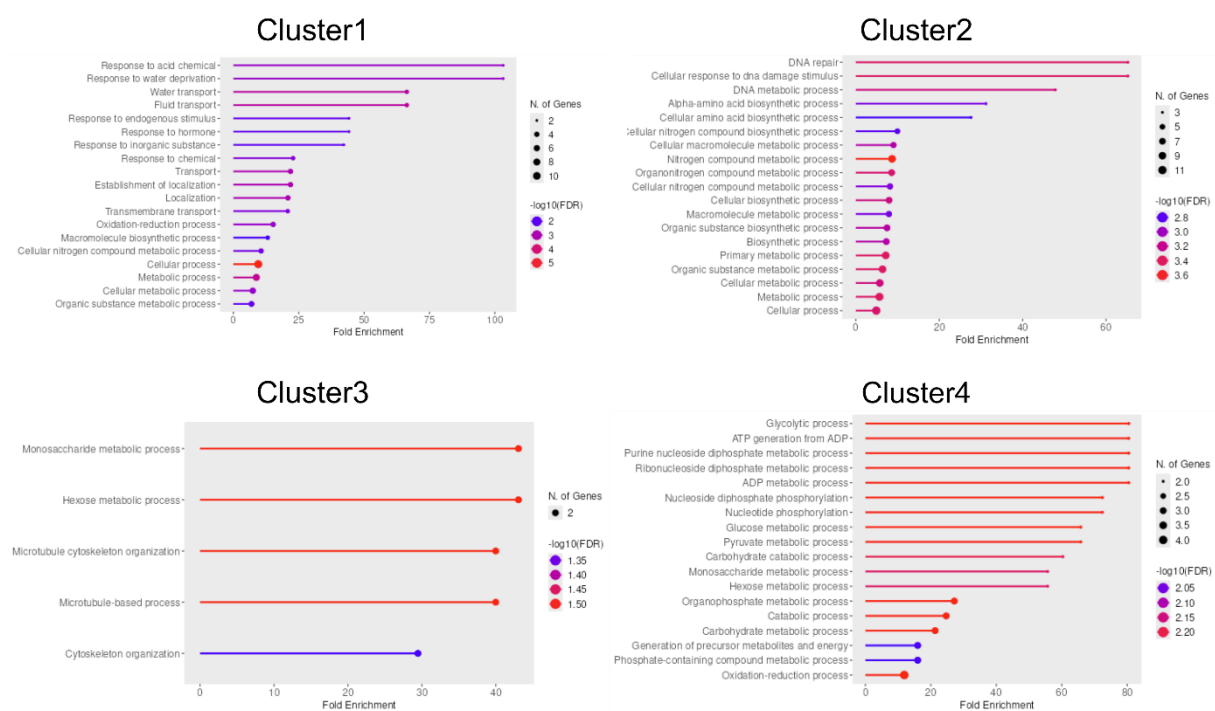

**Supplementary Figure 11 Go term analysis of proteins.** Go term analysis of proteins for each cluster in Supplementary Figure 10. GO terms were selected by FalseDiscoveryRate (FDR), sorted by fold enrichment and number of genes are displayed as respective circle radius.

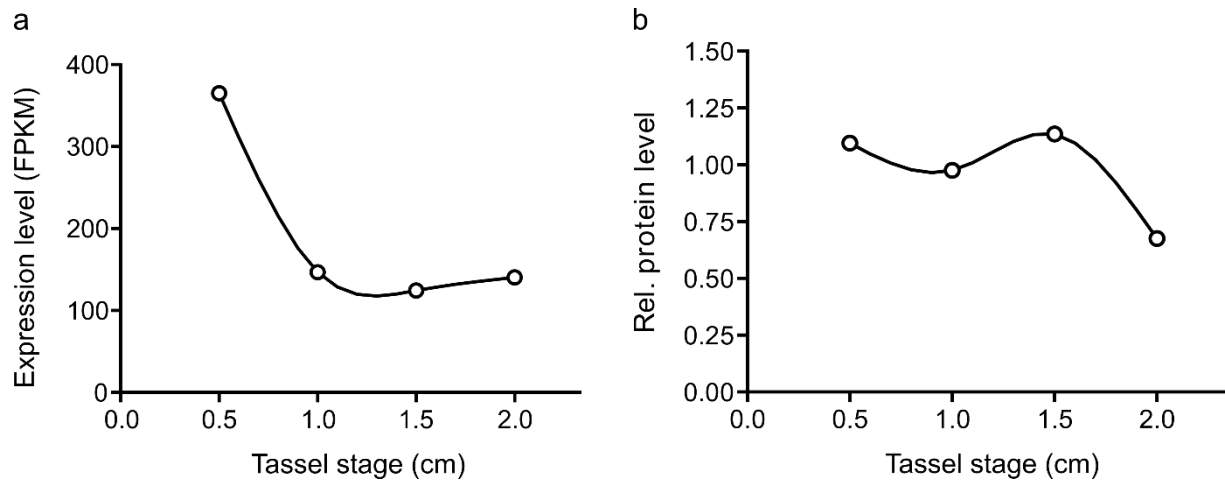

**Supplementary Figure 12 Expression pattern of GSL4.** **a** The expression pattern of GSL4 is given based on the transcriptomic data (in FPKM) and **b** based on the proteomics data (in relative protein level) for the four different tassell stages.

How the deposited data were processed for this re-analysis (not part of the article)

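The experiment profiled small RNAs of maize (Zea mays, inbred line W23) tassels of 0.5, 1.0, 1.5 and 2.0 cm, with 2 replicates per stage and 8 libraries in all. The authors deposited for each library a list of distinct sequences with the raw count of reads of each sequence. These counts were not normalized and carry no gene or miRNA name. The paper names its sRNA library preparation by reference and filtered its miRNAs for raw counts above zero. The read trimming it describes is given for the RNA-seq reads, with a minimum length above that of every sequence here, and its text does not name the trimming of the sRNA reads. The sequences span 18 to 34 nt. PCR reads without molecular identifiers are not independent molecules, so intervals and lower bounds cover counting error only.

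Conditions and replicate numbers were taken from the sample labels. The titles and tissue entries of 4 libraries contradict each other for the 1.0 and 1.5 cm stages, so these libraries enter as 2 pairs whose order is open. All comparisons were chosen so that they do not depend on that order.

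The deposited counts were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The share of each length was taken over the reads of 18 to 26 nt. The study's miRNAs could not be followed because no mature miRNA sequences were used here. By the rule set before the data were examined, the tests then ran on sequences of 20 to 24 nt with at least 10 CPM in at least 2 libraries, with the total reads of a library as its depth. Tags are exact sequences, so sequencing errors and length variants of one RNA count as separate tags. A tag was taken to lie inside a longer sequence where it is a stretch of a sequence of 25 to 34 nt with at least 1 CPM in a library.

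The main test was edgeR 4.0.16 (R 4.3.3), with TMM normalization, the quasi-likelihood test (glmQLFit, glmQLFTest), 4 stages as groups, all 8 libraries sharing one estimate of the spread, no block and Benjamini-Hochberg adjustment at 0.05. Standard errors are the absolute log2 fold change over the square root of the F statistic. Contrasts were any difference, 2.0 cm against 0.5 cm, 2.0 cm against the other 3 stages, 0.5 cm against the other 3 stages, and the intermediate pairs against the 2 end stages. DESeq2 1.42.0 served as the alternative test and for the variance-stabilizing transformation before PCA. The fits were tested on simulated counts before use. Sequences were named by a rule set before the data were examined: the 5 with the largest absolute log2 fold change between 2.0 cm and 0.5 cm among those past the threshold with both libraries of one stage beyond both of the other. The miRNA families of that rule were left out, since no miRNA was identified.

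Before the data were examined, these other settings were chosen: total reads as library size, DESeq2, sequences sharing their first 18 nt counted together, the replicate number as a block, log2 CPM in the PCA, distinct sequences or all reads in the length shares, and each library left out in turn. Looser and stricter abundance filters (3 and 30 CPM), the removal of tags inside longer sequences, the 500 most variable tags in the PCA, and the share of 21-nt reads were added after the data were seen. Figures were drawn with matplotlib 3.10.9, and exact intervals and permutation tests used scipy 1.17.1 and R.

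The depth of 28587010 to 50794556 reads per library sets the precision of low counts. The RNA-seq and proteomic data of the study were not used here.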

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

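The tests of fragments, size selection, depth and GC content in this part were chosen after the result was seen.

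The sRNA data hold a signal in single sequences, which the paper does not report apart from annotated miRNAs. No sequence was assigned to a miRNA here, so some of these tags may be among the paper's miRNAs. Of the tags of 20 to 24 nt that were higher at 2.0 cm than at the other 3 stages, 59 were 21 nt long, and 53 of these had a log2 fold change over 5. In the 53 tags together, the 2.0 cm libraries held 65991 and 907859 reads, 2308 and 17873 CPM. The 0.5 cm libraries held 9 and 18 reads of them, the libraries titled 1.0 cm 198 and 140, and those titled 1.5 cm 466 and 272. All 53 were higher in replicate 2 than in replicate 1 of the 2.0 cm stage, by a median factor of 6.83 and a range of 1.67 to 26.1, so their level at this stage is uncertain while their direction was the same in both replicates. The count of tags higher or lower at 2.0 cm than at the other 3 stages was 477 without replicate 1 of the 2.0 cm stage, 183 higher and 294 lower, and 202 without replicate 2 of the 0.5 cm stage. In each of these 2 settings all 73 tags higher in the fit of 8 libraries were among those called, and between 67 and 70 of the 73 were called when any other single library was left out.

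The same contrast appears with a lower abundance limit than that of the test. This count takes in the tested tags too, among them 34 of the 53 tags, which had no read at 0.5 cm. Sequencing errors and variants of the same RNA count as separate sequences, so it is not separate support. Of 11392 sequences of 21 nt with at least 10 reads in both 2.0 cm libraries, 1000 (8.78%) had no read in either 0.5 cm library. In the opposite direction it was 12 of 9164 (0.131%). For 20 nt the numbers were 58 of 4018 (1.44%) and 9 of 5338 (0.169%), for 22 nt 32 of 28753 (0.111%) and 20 of 22357 (0.0895%), for 23 nt 7 of 11256 (0.0622%) and 23 of 9479 (0.243%), and for 24 nt 707 of 97275 (0.727%) and 16 of 83587 (0.0191%). The share was thus higher at 2.0 cm for 20, 21 and 24 nt, nearly even for 22 nt and lower for 23 nt. The 0.5 cm libraries held 34130801 and 48872223 reads, and the 2.0 cm libraries 28587010 and 50794556.

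The tables argue against several technical explanations. Fragments of longer RNAs should lie inside longer sequences, but 0 of the 59 tags did, against 82.1% of the other 860 tested tags of 21 nt. A shift of the whole 21-nt class, by size selection or yield, would raise those other tags too, but their median change on the log2 scale, with total reads as the library size, was -0.20. Over the 819 of them within the GC range of the 59 tags, 33.3% to 76.2%, the median was also -0.20. That range takes in most of the 860 tags. This value therefore repeats the one before and does not decide on a bias by GC content. Unequal depth would leave no such contrast at equal depth. With the 0.5 cm and 2.0 cm libraries thinned at random to 28587010 reads each, 1012 sequences of 21 nt with at least 10 reads in both 2.0 cm libraries had no read at 0.5 cm, and 8 the other way.

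A candidate explanation is that the tags were cut from double-stranded RNA by a Dicer-like enzyme, which leaves duplexes of 21-nt strands paired over 19 nt. Among the 53 tags, 51 (96.2%, exact 95% interval 87.0% to 99.5%) had a partner of the opposite strand paired over 19 nt among the 21-nt reads of the 2.0 cm libraries, against 22 for a pairing over 18 nt, 15 over 20 nt, 14 over 17 nt and 6 over 21 nt. Of the 53 most abundant other 21-nt tags not inside a longer sequence, 22 had such a partner over 19 nt. A single read was enough to count as a partner. For the 53 tags higher at 2.0 cm, the partners over 19 nt held 7976 reads in all, a median of 35 per tag. The tags themselves held 65991 and 907859 reads in the 2.0 cm libraries. The test does not tell phased siRNAs, of which the paper names a premeiotic 21-nt class in maize anthers, from a miRNA and its opposite strand or other 21-nt duplexes, since phasing needs genome positions that were not used here. RNA of another organism was not tested, since no genome was used here. A difference between the tassel stages stays open as the biological explanation.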

How the results depend on the processing

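The looser and stricter abundance filters, the removal of tags inside longer sequences, the 500 most variable tags and the 21-nt share were added after the data were seen. Apart from fewer or more tags tested under the filters, and fewer libraries, the cause was not tested for any change listed here.

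The number of tags that differ depended on the setting. Between any stages, 236 tags differed, and the number was 500 with total reads as library size, 1329 with DESeq2, 608 with sequences sharing their first 18 nt counted together, 2077 under the looser filter (20443 tags tested), 33 under the stricter filter (1647 tested) and 63 without tags inside longer sequences (2021 tested). For 2.0 cm against 0.5 cm, 1357 tags became 4749 under the looser filter, 271 under the stricter filter and 81 without tags inside longer sequences. DESeq2 called 2010, including all 1357. For 2.0 cm against the other 3 stages, 73 tags, all higher, became 223 with DESeq2, 136 higher and 87 lower with 72 shared, 326 under the looser filter, all 73 shared, and 22 under the stricter filter. The number was 79 with total reads and 77 without tags inside longer sequences, with 73 and 69 of the tags shared. It was 109 with sequences sharing their first 18 nt counted together. For 0.5 cm against the other 3 stages, 2156 tags became 6031 under the looser filter, 478 under the stricter filter and 3 without tags inside longer sequences. Between the intermediate pairs and the 2 end stages, edgeR called 0 tags, against 1 with total reads, 19 with DESeq2, 14 with sequences sharing their first 18 nt and 7 under the looser filter, while 1014 tags had an unadjusted p under 0.05 in the first of these fits. Simulated 4-fold changes at 2.0 cm were recovered at 31% by edgeR in this comparison, where they amount to less than 4-fold.

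The balance of higher and lower calls also depended on the setting. For 2.0 cm against 0.5 cm, the share of higher tags among those called went from 50.8% to 30.6% with total reads as library size, 33.8% under the looser filter (1606 higher and 3143 lower), 91.4% without tags inside longer sequences (74 and 7), 87.1% without replicate 1 of the 0.5 cm stage (74 and 11), 82.7% without replicate 2 of the 2.0 cm stage (191 and 40) and 60.9% without replicate 1 of the pair titled 1.0 cm (963 and 617). For 0.5 cm against the other 3 stages, it went from 48.5% to 68.8% with total reads and 73.2% under the looser filter (4415 and 1616), while the 3 tags called without tags inside longer sequences and the 1 tag called without replicate 1 of the 0.5 cm stage were all lower. For 2.0 cm against the other 3 stages, it went from 100% to 61.0% with DESeq2 and 38.4% without replicate 1 of the 2.0 cm stage (183 and 294).

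With each library left out in turn, and a lone library assumed to vary like the other stages, the number of tags ranged from 58 to 1000 between any stages, from 85 to 1817 for 2.0 cm against 0.5 cm, from 67 to 477 for 2.0 cm against the other 3 stages, from 1 to 2748 for 0.5 cm against the other 3 stages and from 0 to 253 for the intermediate pairs. The lowest values for 2.0 cm against 0.5 cm and for 0.5 cm against the other 3 stages were those without replicate 1 of the 0.5 cm stage. The highest for any stages, for 2.0 cm against the other 3 stages and for the intermediate pairs were those without replicate 1 of the 2.0 cm stage.

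The replicate numbers showed no pairing of the samples common to all stages, though a partial pairing is not excluded. Correlations between the differences of replicate 1 and replicate 2 of 2 stages ran from -0.168 to 0.362. A fit with the replicate block called 442 tags between any stages, against 236 without it. It called 1984 for 2.0 cm against 0.5 cm and 91 for 2.0 cm against the other 3 stages. For 0.5 cm against the other 3 stages it called 2751, and 0 for the intermediate pairs.

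The 5 named tags were higher at 2.0 cm and past the threshold in edgeR or DESeq2 under each of the 14 other settings that could be run on single tags, with adjusted p of 6.12e-37 to 0.0273. The first principal component held 56.3% of the variance, and 61.7% with TMM-scaled log2 CPM. It held 70.0% over the 500 most variable tags and 77.0% without tags inside longer sequences. Leaving out single libraries gave 55.9% to 67.0%. Looser filtering gave 57.7% and sequences sharing their first 18 nt gave 59.3%.

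The share of 24-nt reads was 2.57 percentage points higher at 2.0 cm than at 0.5 cm, within the spread of replicates, and -1.65 in distinct sequences. Over reads of any length it was 4.29, and with single libraries left out it was 0.511 to 4.62. The share of 21-nt reads was 3.65 points higher at 2.0 cm, 0.990 in distinct sequences, 3.74 over reads of any length and 1.61 to 5.69 with single libraries left out.

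The settings chosen beforehand for the detection of miRNAs, for miRNA families and for reads matching mature miRNAs were not run, since no miRNA was identified. A test without any abundance filter was not run on tags. Depth limits what a missing read means: the deepest library has 50794556 reads and the shallowest 28587010.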

Other observations

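In this part, the tests of fragments at 0.5 cm, of the scaling, of size selection in replicate 2 of the pair titled 1.0 cm and of exchanged labels were chosen after the result was seen.

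The 53 tags of 21 nt with the largest increase at 2.0 cm also had few reads in the libraries of the intermediate stages, at most 98 for 1 tag in 1 library. Such reads could be carried over from the 2.0 cm libraries during sequencing. Then each intermediate library should hold the tags in the proportions of a mixture of the 2.0 cm libraries, with a chi-square near 1 per degree of freedom. It was 1.09 and 1.49 in the libraries titled 1.0 cm and 2.72 and 1.25 in those titled 1.5 cm. The fitted mixture drew on replicate 1 of the 2.0 cm stage, at 0.300%, 0.194%, 0.706% and 0.412% of its counts, and almost not on replicate 2, which held 907859 of the reads against 65991. Early production at low level with the makeup of replicate 1 of the 2.0 cm stage predicts the same proportions, so the test does not tell it from carry-over. The 2.72 in replicate 1 of the pair titled 1.5 cm is not near 1, so neither prediction was met in that library. In the other libraries both stay open. 46 of the 53 tags were higher in the pair titled 1.5 cm and 7 in the pair titled 1.0 cm.

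Of the 1045 tags higher at 0.5 cm than at the other 3 stages, 99.5% were a stretch of a longer sequence, against 71.0% of the tags that did not differ. This is consistent with fragments of longer RNAs as their source. Of the 1111 tags lower at 0.5 cm it was 11.7%, which argues against fragments there. More reads of fragments at 0.5 cm could lower every other tag through the scaling. Tags inside longer sequences held 35.2% and 29.7% of the 20- to 24-nt reads at 0.5 cm and 27.0% and 23.3% at 2.0 cm, with 29.9% and 18.0% in the pair titled 1.0 cm and 26.7% and 25.6% in the pair titled 1.5 cm. For the 981 lower tags that are not inside a longer sequence, the median log2 fold change was -1.12 over all tags and -0.24 in a fit without tags inside longer sequences. The normalization of that fit centres these tags by construction, so it does not decide. Scaling would lower 24-nt reads outside fragments by the same factor. Reads of 24 nt made up 28.0% and 31.7% of all reads at 0.5 cm and 32.9% to 46.0% in the other libraries. This fall is smaller than a log2 fold change of -1.12, but that value is the median of tags picked for being lower. It also follows TMM scaling, while these shares are of all reads. The comparison therefore does not decide. Scaling as the whole or a part of the cause and a change with the stage stay open. Without replicate 1 of the 0.5 cm stage, 1 tag differed from the other 3 stages in place of 2156, so this result rests on that library.

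Replicate 2 of the pair titled 1.0 cm had 5.16% of its reads at 27 to 34 nt, against 11.8% to 18.5% in the other libraries, and 48.5% of its 18- to 26-nt reads at 24 nt. Size selection against RNAs over 24 nt would leave the shares within 20 to 24 nt unchanged, but 57.1% of its reads in that range were 24 nt long, against 46.3% to 51.5% in the other libraries, which argues against such a selection as the whole cause. Fewer fragments of longer RNAs could act within that range. Without the reads of tested tags inside longer sequences, its share of 24-nt reads was 65.3%, against 54.9% to 62.6% in the others. Rarer fragments are not among the tested tags, so this stays open, and no biological explanation was tested for a single library.

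The contradicting labels of the intermediate pairs were set against their place on the first principal component between the means of the 0.5 cm stage and the 2.0 cm stage. The libraries titled 1.0 cm lay at 35.8% and 61.8% of the way and those titled 1.5 cm at 59.1% and 56.7%. The pair titled 1.5 cm lay 9.14 percentage points further along, less than the spread between the replicates titled 1.0 cm. Whether titles or tissue entries were exchanged cannot be told apart by this distance.

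Of the 8 tags of 24 nt that were higher at 2.0 cm than at the other 3 stages, 6 had a log2 fold change over 5 and 0 were a stretch of a longer sequence.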
